# Double and single stranded detection of 5-methylcytosine and 5-hydroxymethylcytosine with nanopore sequencing

**DOI:** 10.1038/s42003-025-07681-0

**Published:** 2025-02-15

**Authors:** Dominic Oliver Halliwell, Floris Honig, Stefan Bagby, Sandipan Roy, Adele Murrell

**Keywords:** DNA sequencing, Epigenomics, Biological techniques, Medical research

## Abstract

5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) are modified versions of cytosine in DNA with roles in regulating gene expression. Using whole genomic DNA from mouse cerebellum, we benchmark 5mC and 5hmC detection by Oxford Nanopore Technologies sequencing against other standard techniques. In addition, we assess the ability of duplex base-calling to study strand asymmetric modification. Nanopore detection of 5mC and 5hmC is accurate relative to compared techniques and opens means of studying these modifications. Strand asymmetric modification is widespread across the genome but reduced at imprinting control regions and CTCF binding sites in mouse cerebellum. Here we demonstrate the unique ability of nanopore sequencing to improve the resolution and detail of cytosine modification mapping.

## Abstract (web summary)

Nanopore sequencing enables direct and accurate detection of 5-methylcytosine and 5-hydroxymethylcytosine, providing a simultaneous readout of modification states on both strands of DNA from a single molecule.

## Introduction

Chemically modified versions of cytosine, 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC), affect transcriptional regulation and play important roles in many biological processes and diseases, including development, ageing, and cancer^1^. In eukaryotic genomes, these modifications are enriched at motifs known as CpG sites, dinucleotide positions in which cytosine is followed immediately by guanine. DNA methyltransferase (DNMT1) maintains methylation at these sites symmetrically, at the cytosine base on both the forward and reverse strand. Asymmetrical modification is largely a feature of cell division, with the production of a temporarily unmethylated template that is then methylated by DNMT1^2^; however, recent reports suggest that hemi-methylation, where 5mC is present on only one strand, can be stably maintained after cell division^3^, and can affect DNA-transcription factor interactions^4^.

Oxidative conversion of 5mC by the Ten-Eleven Translocation (TET) family of proteins produces 5hmC^5^. 5hmC is a stable modification important for maintaining pluripotency in embryonic stem cells, neural development, and tumorigenesis^6,7^, but can also be removed through both passive and active enzymatic demethylation.

Genomic imprinting is an epigenetic phenomenon where some mammalian genes silence one parental allele during gametic development^8^. A collection of stable allele-specific differentially methylated regions (DMRs), located at regulatory elements that act as imprinting control centres, offers an excellent model system for studying DNA methylation dynamics in mammalian cells. Allele-specific transcription is regulated by methylation-sensitive transcription factors that bind within the DMRs. A notable example being CTCF, which structures allele-specific 3D chromatin conformation at selected imprinted loci^9^, as well as genome-wide interactions between distant regulatory elements^10^.

Most DNA methylation detection assays are performed using bisulphite sequencing techniques^11^. Sodium bisulphite causes cytosine bases to deaminate, converting them to uracil, which is then replaced by thymine during PCR. 5mC and 5hmC resist deamination and amplify as cytosine. Sequencing the product provides a base-resolution binary readout of converted (unmodified) and non-converted (modified) bases. The process damages DNA, however, and destroys up to 90% of the initial DNA template^12^. Subsequent PCR steps introduce PCR bias and generate products with reduced sequence complexity, leading to low mapping rates and uneven genome coverage^13,14^. Since both 5mC and 5hmC are protected from bisulphite-mediated deamination, different treatments are also required to distinguish between 5mC and 5hmC.

Oxidative bisulphite sequencing (oxBS-seq)^15^ and TET-assisted bisulphite sequencing (TAB-seq)^16^ were developed as means of sequencing 5hmC at base-pair resolution. These methods involve protection of either 5mC (oxBS-seq) or 5hmC (TAB-seq) from bisulphite-mediated deamination, leaving a binary readout of the protected modification only. The 5mC-specific signal from oxBS-seq can also be subtracted from the standard bisulphite reference to predict the presence of 5hmC; however, sample variation can lead to logical inconsistencies, such as the calculation of negative hydroxymethylation^17^. Inefficient chemical conversion is the primary sources of read-level error within these methods. Within TAB-seq, protection efficiency for 5hmC can be as low as 92%^16^, resulting in its deamination and false negative reading; conversely, 5mC-to-T conversion can be as low as 96%^18^, leading to false positive detection of methylated bases as 5hmC. Given that 5mC is, in tissues like mouse embryonic stem-cells, 14-fold more abundant than 5hmC^5^, it is possible that many TAB-seq-derived 5hmC detections represent this error. Where 5mC requires relatively low input depth to be sequenced reliably, at roughly 5-10x in whole-genome bisulphite sequencing^13^, deep sequencing is essential to confidently predict 5hmC, with the required depth increasing when the rate of incomplete conversion is higher^16^, or when 5hmC abundance in a tissue is lower^15^. Several methods have been developed to reduce these limitations, including TAPS sequencing and related methods^19,20^, and ACE-seq^21^. Although accurate and less deleterious to sample DNA, these methods still rely on multiple chemical or enzymatic steps and remain vulnerable to PCR-induced biases.

Immunoprecipitation-based approaches are used for genome scale 5mC and 5hmC sequencing. Methyl- and hydroxymethyl-DNA immunoprecipitation (MeDIP/hMeDIP) employ an anti-5mC/5hmC antibody to isolate the modified DNA^22,23^, which is then amplified and sequenced, producing “peaks” of coverage over regions where modifications are enriched identical to chromatin (ChIP) sequencing^24^. As whole fragments are pulled down, these methods lack base resolution. It is also difficult to distinguish instances of nonspecific binding of antibody to unmodified DNA, which can produce false positive enrichment peaks accounting for a large proportion of peak regions^25^.

Third generation sequencing technologies produce a direct readout of canonical bases and of some modified bases without chemical conversion or PCR amplification. Two such technologies, PacBio’s Single Molecule, Real-Time (SMRT) sequencing^26^ and Oxford Nanopore Technologies (ONT) sequencing^27^, support detection of different base modifications, including DNA methylation. SMRT sequencing detects polymerase-catalysed addition of nucleotides to a DNA template as fluorescent pulses; polymerase kinetics are affected by modified bases, which allows the type of base to be inferred^28^.

In nanopore sequencing, blockage differences in ion channel current are recorded to detect and identify the base sequence present in a nanopore at any moment. Modifications such as 5mC and 5hmC, and RNA modifications such as 6-methyladenine (m^6^A)^29^, induce detectable differences in blockage signal relative to the canonical base^30^. These differences are decoded using software such as nanopolish^31^ and signalAlign^32^, which are both built on hidden Markov models, or DeepSignal^33^, and Megalodon^34^, which both use artificial neural networks. Predictions from several tools, including nanopolish, DeepSignal, DeepMod^35^, and Oxford Nanopore Technologies’ Guppy, Megalodon, and Tombo, are also included in METEORE, a consensus approach capable of improving accuracy over individual tools^36^. 5mC detection by these tools correlates well at base level with bisulphite data ($$r > 0.8-0.9$$5)^36,37^, even at lower coverage depths ($$d\ge 3$$)^38^. 5hmC-trained base-calling models were largely lacking, however, until the development of Remora^39^.

The latest generation of Oxford Nanopore Technologies’ flow cells (R10.4.1HD) offers further capabilities suited to epigenetics research. In standard “simplex” sequencing, double-stranded input DNA is unwound and one strand passes through a nanopore while the other is discarded or sequenced in a different pore. R10.4.1HD flowcells improve second strand capture rate, enabling the two strands of a dsDNA molecule to proceed successively through a nanopore. The two reads are then paired informatically. This technique, “duplex” sequencing, improves base-calling and mapping accuracy via consensus from both strands of a DNA molecule. Via simultaneous examination of the modification status of both strands, moreover, duplex sequencing permits determination of strand modification symmetry and asymmetry.

In this study we have used Oxford Nanopore Technologies’ PromethION to generate whole genome sequences of mouse cerebellum for benchmarking, comparing more than 1.6 billion base-calls encompassing 12.3 million CpG dinucleotide positions with public oxBS and TAB-seq data. In addition, we verified the sensitivity of the base-caller to higher input 5hmC via direct sequencing with a MinION of a 5hmC-enriched hMeDIP library. Finally, we used nanopore duplex sequencing to query locus-level modification symmetry at imprinted loci and CTCF binding sites.

## Results

### Accuracy of raw read detection of 5mC from methylation standards

We sequenced two commercially available human DNA methylation standards (Zymo, D5013), a whole genome amplification (WGA)-produced modification-negative control and an enzymatically methylated 5mC-positive control. The modification negative control has no possibility of base modification; thus, all modified base detections represent false positives. The methylation positive control, which is enzymatically methylated after WGA, has a high degree of methylation (>95%) as reported by the manufacturer. All 5hmC detections represent classification errors. Raw read accuracy, which is the accuracy of modified base detection at a single base in one read, was very high for 5mC, with a precision of 0.99 and recall of 0.97 (Fig. 1a; Table 1).

**Fig. 1:**
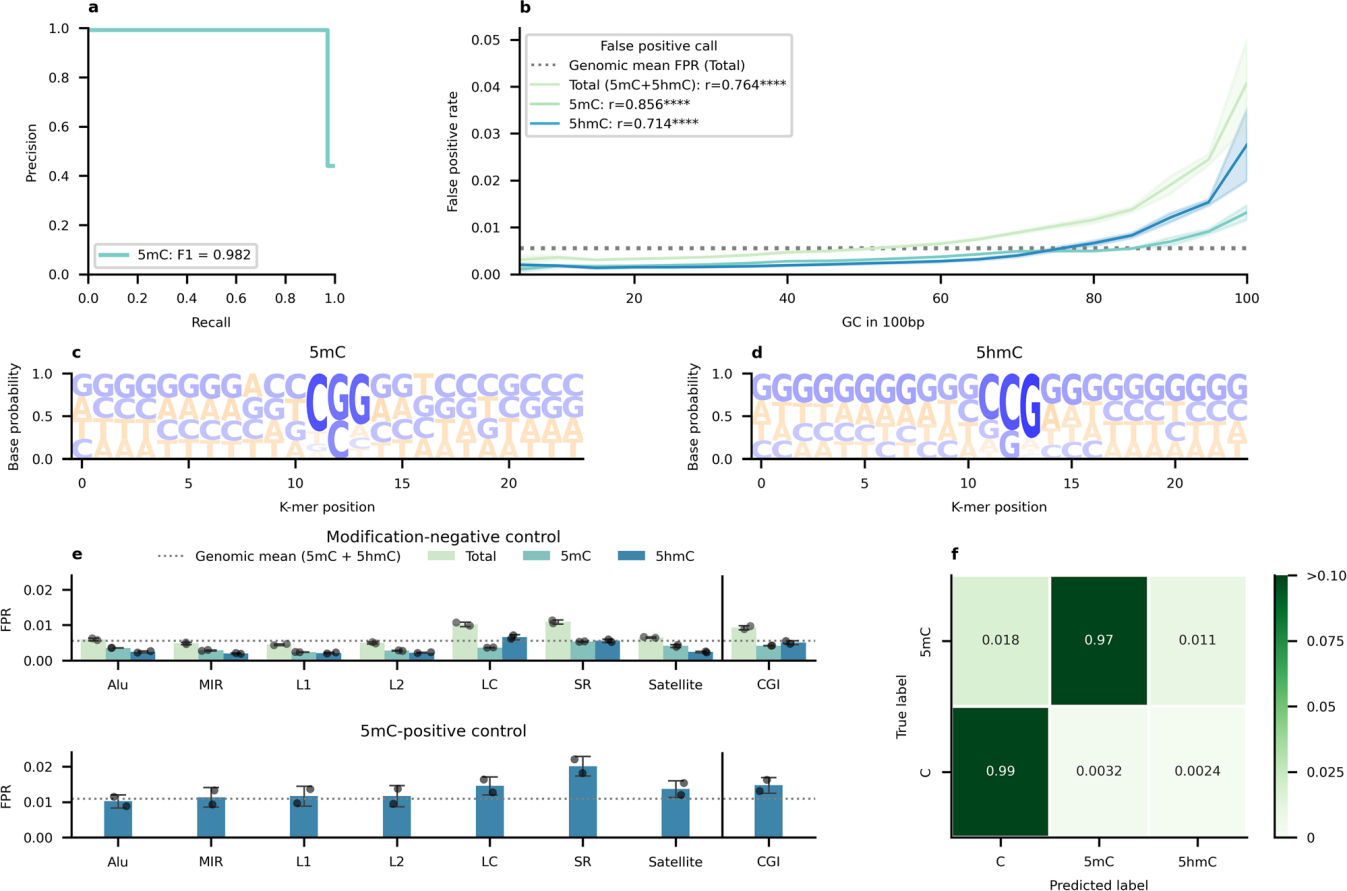
Raw read accuracy of nanopore modified base detection using human whole genomic controls. **a** Precision-Recall curve for 5mC detection using unmodified (*N* = 2) and methylated controls (*N* = 2). 5hmC detections are included as error, due to the absence of 5hmC in either control sample. Base-calls from both replicates of each control are counted and down sampled to 100,000,000 base-calls. **b** False positive rate of modified base detection from the unmodified control as a function of local GC content. CpG base-calls are binned into non-overlapping 100 bp windows and GC percentage calculated using the mm39 (GRCm39) reference genome. Bands indicate a 95% confidence interval across replicates (*N* = 2). Logo representation of the 12-mer sequence up/down stream of false positive modified base detections for 5mC (**c**) and 5hmC (**d**). Higher base probabilities are shaded and stacked top-down. Includes reads from both unmodified DNA standards (*N* = 2). **e** Rates of false positive modified base detection across classes of repetitive, low-complexity, or CpG island sequences, including (top) 5mC and 5hmC false positives in the modification-negative control (*N* = 2), and (bottom) 5hmC false positives in the 5mC-positive control (*N* = 2). LC: Low Complexity. SR: Simple Repeat. Error bars indicate 1 s.d. **f** Confusion matrix for predicted and ground-truth base-calls. Base-calls across all replicates are counted, considering C to be the ground-truth state of all base-calls in the unmodified controls (*N* = 2), and 5mC in the methylated controls (*N* = 2). ****p < 0.0001.

**Table 1:** 5mC base detection statistics using methylation standards

True Positive Rate (TPR)	False Negative Rate (1-TPR)	False Positive Rate (FPR)	Precision ($$\frac{{{\boldsymbol{TPR}}}}{{{\boldsymbol{TPR}}}{{\boldsymbol{+}}}{{\boldsymbol{FPR}}}}$$)	Recall ($$\frac{{{\boldsymbol{TPR}}}}{{{\boldsymbol{TPR}}}{{\boldsymbol{+}}}{{\boldsymbol{FNR}}}}$$)	F1-score $$\left({{\boldsymbol{2}}}{{\boldsymbol{\cdot }}}\left(\frac{{{\boldsymbol{Precision}}}{{\boldsymbol{* }}}{{\boldsymbol{Recall}}}}{{{\boldsymbol{Precision}}}{{\boldsymbol{+}}}{{\boldsymbol{Recall}}}}\right)\right)$$
0.97	0.03	0.0056	0.99	0.97	0.98

Base-calls from both the unmodified negative standard and 5mC-positive standard are concatenated and, for computational purposes, down-sampled to 100,000,000 base-calls.

Previous reports highlight a vulnerability of nanopore sequencing to mapping mismatches at regions of especially high GC content^40^. To analyse its effect on modification detection, we inspected rates of false positive modification detection (FPR) as a function of local GC content. This showed a strong correlation between GC content and FPR ($$r=0.76{;\; p}\ge 0.001$$) (Fig. 1b), with GC contents substantially higher than the genomic mean (41.06%) experiencing the highest error rates.

Although we could not find any specific sequence motif in the 12-mer sequence up/downstream of a false positive modified base-call, there was a higher proportion of G or C base detections than expected from the genomic mean for both false positives of 5mC ($${GC}=0.56$$) (Fig. 1c) or 5hmC ($${GC}=0.59$$)(Fig. 1d).

Certain genomic elements may be predisposed to false positive error due to GC content; namely, Alu repeats (mean 51.3% GC)^41^, satellite repeats (mean 47.1% GC), and low complexity regions or simple repeat sequences (GC variable), such as tandem repeats. GC-rich CpG islands (CGI) (mean 68.6% GC), which are important for transcriptional regulation, could also be vulnerable to this effect. Indeed, in the modification-negative standard, FPR above the genomic mean was noted in low complexity repetitive sequences (Fig. 1e). By contrast, in the methylation-positive standard (Fig. 1f), false 5hmC detection was largely consistent with the genomic mean 5hmC FPR for most contexts except for simple repeat elements, where 5hmC FPR appears to double.

False positive detection of 5hmC was present in both the unmodified and methylated standards. There was an almost five-fold difference in false 5hmC detection between the unmethylated (0.0024) and methylated (0.011) standards (Fig. 1g). This indicates a tendency for the base-caller to mistake true methylated positions for hydroxymethylation.

### Rates of calling of modified bases: nanopore is highly consistent with bisulphite-based sequencing methods

To assess modified base detection from ex vivo tissues and compare rates of base modification with orthologous techniques, cerebellar tissues from two 8-week-old female mice were sequenced in duplicate, producing four whole genome datasets (median genomic depth 29-32x) (Table S1). CpG modification calls were extracted from this, with median CpG depths of 15–17x (stranded) (Fig. S1a). Samples were selected to match a publicly available archive of sequence data, containing whole genome oxidative bisulphite sequencing (oxBS-seq) for two biological replicates and TET-assisted bisulphite sequencing (TAB-seq) for three biological replicates^42^. The datasets produced using these techniques were lower coverage depth, with a median CpG depth of 3x (stranded) for TAB-seq (Figs. S1b), and 2-6x for oxBS-seq (Fig. S1c). To account for higher rates of FPR found in some repeat contexts, repeats were soft-masked.

Higher genomic depth in the nanopore sequence data (Fig. S1d) provides a larger sample of sequence reads per cytosine (Fig. S1e). Previous studies in bisulphite based libraries have highlighted a negative correlation between GC content and sequencing depth^43^. In our study we noted significant negative correlation with depth (Fig. S1f) and local GC content for all methods (Nanopore: $$\rho =-0.53,{p}\le 0.001$$; oxBS-seq: $$\rho =-0.71,{p}\le 0.001$$; TAB-seq: $$\rho =-0.79,{p}\le 0.001$$), with oxBS-seq and TAB-seq showing the most prominent loss of coverage even below the genomic mean GC content (41.7%) (Nanopore: $$\rho =-0.54,{p}\le 0.001$$; oxBS-seq: $$\rho =-0.71,{p}\le 0.001$$; TAB-seq: $$\rho =-0.59,{p}\le 0.001$$). Thus GC-related effects may explain the lower depth of coverage found in promoters and CpG islands (Fig. S1h), as well as general loss of coverage (Fig. S1i).

Modified base detection is similar in the nanopore sequencing and bisulphite-based data. CpG methylation in either method follows a bimodal distribution (Fig. 2a), with two maxima of CpG positions that are either completely methylated or completely unmethylated. Fewer 5mC detections are made by the nanopore base-caller (60.3–62.8%) than by oxBS-seq (66.3–68.8%) (Table S2); however, the difference is non-significant (Welch’s T-Test:$$\,p=0.08$$; Cohen’s *d*: $$d=4.06$$), potentially on account of sample size differences. False negative 5mC detection is unlikely to fully account for this, with the difference between means (6.0%) larger than that expected from the false negative error (3.0%) noted above, potentially indicating a bias favouring the detection of methylated bases in oxBS-seq.

**Fig. 2:**
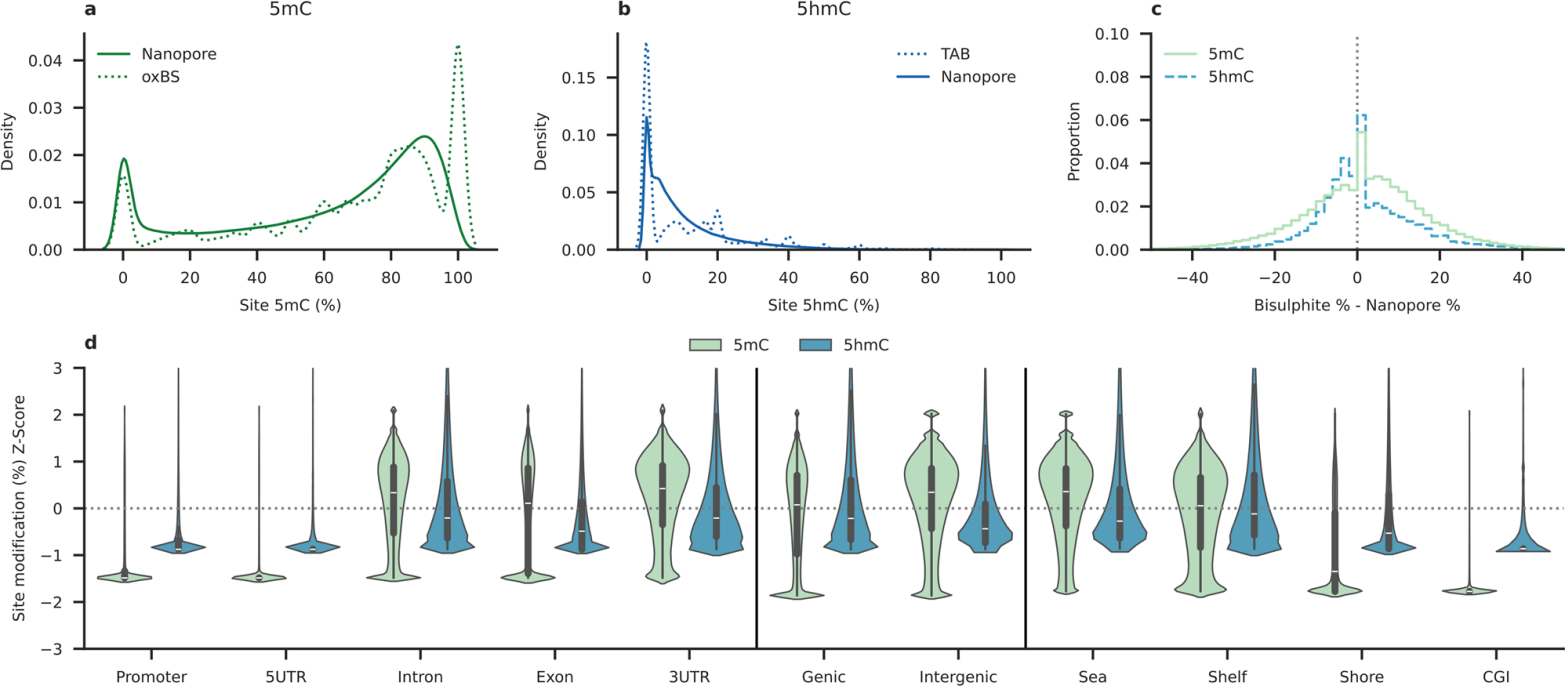
CpG-resolution modified base detection using nanopore sequencing and bisulphite methods. Base-calls from matched CpG positions are concatenated across replicates in all plots. Density distributions of (**a**) methylation, or (**b**) hydroxymethylation, as the percentage modified reads at individual CpG sites, as found by nanopore sequencing (solid line) and the orthologous bisulphite method (dotted). Datasets are randomly down sampled to 1,000,000 CpG positions covered by each (merged) dataset for density computation. **c** Histogram of deviations between matched CpG positions within the merged nanopore datasets and respective bisulphite orthologue for 5mC (*n* = 15,468,504 CpG sites) or 5hmC (*n* = 11,283,580). Deviations are expressed as the difference in the percentage of reads at any given base that are modified between techniques. Base-calls from matched CpG sites are merged across replicates. **d** Violin plots showing CpG modification rate Z-score across different genomic contexts. Each violin contains a boxplot representing the distribution of modification Z-scores for that feature; for each, black box shows the interquartile range, white centre line indicates the median, and black lines extending to the 1.5x interquartile range. Base-calls from matched CpG sites are merged across replicates. Y-axis is limited between −3 ≤ Z ≤ 3 for visualisation. Table S3 displays the summary statistics of Z-score and percentage modification for each feature.

5hmC is unimodally distributed around 0% in either method, with a maximum reflecting a high density of CpG sites in which 5hmC is not found (Fig. 2b). As above, the proportion of base-calls detected as 5hmC is also lower in the nanopore data, ranging from 9.6 to10.4%, and 11.0–11.8% in TAB-seq (Welch’s T-Test; $$p=0.004{;}\,{{\rm{Cohen}}}^{\prime} {{\rm{s}}}\, d\!:\,d=4.10$$). In the absence of a ground-truth 5hmC control, this difference (difference between means: 1.6%) may approximate the rate of false negative error for 5hmC detection by nanopore sequencing. 5hmC was significantly more likely to be detected at any given CpG position at least once, likely due to the difference in depth (Welch’s T-Test; $$p=0.01$$; $${{\rm{Cohen}}}^{\prime} {{\rm{s}}}\, d\!:d=3.21$$).

Intra-assay variation was calculated pairwise between replicates, using the root mean square of deviations (RMSD) between percentage modification values at matched CpG positions. The mean is then taken to summarise all pairwise comparisons. This value is expressed here as a percentage, reflecting deviations in the percentage of reads at any CpG sites that were modified. At 5x depth, we found mean intra-assay RMSDs of 17.8% for nanopore 5mC detection and 13.3% for 5hmC. At the same depth, intra-assay variation was slightly higher in oxBS-seq and TAB-seq, with mean RMSD values of 14.1% and 11.3% respectively. Using a sliding threshold on minimum coverage depth, we noted changes in RMSD as stricter thresholds were applied (Fig. S2a; Table 2). The oxBS-seq and TAB-seq data show lower rates of intra-assay variation at higher depth thresholds, appearing less variable; however, this likely reflects a dataset artefact. Few sites remain for comparison at these thresholds, leading to overrepresentation of a small subset of positions that have different rates of modification to the remainder of the sample (Fig. S2b).

**Table 2:** Intra-assay variation of each sequencing method

		Intra-assay RMSD at x depth (%)			Mean count of sites compared across replicates		
		5x	10x	15x	5x	10x	15x
Nanopore	5mC	17.8	16.8	15.3	24,840,932	19,873,534	9,765,218
	5hmC	13.3	12.5	11.5	24,840,932	19,873,534	9,765,218
oxBS-seq		20.0	14.1	8.4	1,838,247	22,292	3437
TAB-seq		16.3	11.3	6.3	2,813,280	105,536	6126

Intra-assay variation shown for Nanopore sequencing (*N* = 4), oxBS-seq (*N* = 2), and TAB-seq (*N* = 3). Root Mean Square Deviation (RMSD) is calculated pairwise between all possible replicate pairs. The mean of these pairwise comparisons is shown here for different depths.

Rates of modification detection at matched CpG sites are consistent between techniques (Fig. 2c). This inter-assay deviation is calculated using pairwise comparisons between replicates, calculating RMSD and Median Absolute Deviation (MAD). The mean of pairwise comparisons is reported here (Table 3). At 5x depth, we noted a MAD between 5mC sequencing methods of 12.0% and RMSD of 20.0%. For 5hmC, compared to TAB-seq, MAD calculated to 7.6%, with an RMSD of 15.8%. As above, inter-assay deviation became lower with depth (Fig. S2c).

**Table 3:** Inter-assay variation between sequencing methods

	Orthologous technique	MAD at x depth (%)			RMSD at x depth (%)		
		5x	10x	15x	5x	10x	15x
5mC	oxBS-seq	12.0	9.9	7.7	20.0	17.1	17.7
5hmC	TAB-seq	7.6	7.0	4.7	15.8	12.5	9.9

Replicates of Nanopore sequencing (*N* = 4), oxBS-seq (*N* = 2), and TAB-seq (*N* = 3). Median Absolute Deviation (MAD) and Root Mean Square Deviation (RMSD) are calculated pairwise between all possible replicate pairs in both sequencing methods compared. The mean of these pairwise comparisons is shown here for different depths.

Rates of CpG methylation and hydroxymethylation are known to vary dependent on genomic context. To study this from these nanopore sequence data, CpG-context base-calls were aggregated according to overlapping genomic features, before a standard (Z)-score was calculated to indicate enrichment in a modification relative to the genomic mean. Within the nanopore data, patterns of 5mC and 5hmC enrichment across genomic features were typical of both modifications. Consistent with previous study of these modifications, both 5mC and 5hmC are depleted in promoters (Fig. 1d; Table S3), 5’ untranslated regions (5’UTRs), CpG islands (CGI), and “shore” regions in the 2 kb surrounding each CGI^44,45^. Unlike 5mC, which is enriched outside of genes, 5hmC is more abundant in genes, and is comparatively enriched in the “shelf” regions adjacent to CpG shores.

At genomic elements matched between the nanopore and TAB-seq datasets, we noticed that 5hmC Z-score correlates strongly between methods for each type of genomic feature (Fig. S3; Table S4), implying similar sensitivity to specific 5hmC-dense regions across the genome.

To compare larger scale modification trends, such as regional enrichment or depletion of 5hmC, we aggregated 5hmC base-calls within non-overlapping 500 bp tiles of the mouse genome. After calculating enrichment as before using Z-scores, we found a significant correlation in 5hmC Z-score between nanopore and TAB-seq (Spearman $$\rho =0.820{;\; p} < 0.0001{;n}={\mathrm{881,755}}$$). From this enrichment-focused approach we were interested to compare these tiles with public hMeDIP-seq data^46^, a 5hmC-pulldown technique that detects 5hmC from “peaks” in coverage, representing high 5hmC signal. A large proportion of these peaks overlapped tiles enriched for 5hmC ($$Z \, > \, 0$$) in both the nanopore data (91.1%) (Fig. S4) and TAB-seq data (87.3% of peaks). Conversely, 57.3% of 5hmC-enriched peaks from the nanopore data (equivalent to almost 50 Mb) did not overlap any 5hmC peak regions. A weak monotonic relationship also exists between nanopore-detected 5hmC enrichment at these genomic windows and hMeDIP-seq peak fold enrichment (Spearman $$\rho =0.16{;\; p} < 0.0001,{n}={\mathrm{274,286}}$$), supporting the higher density of 5hmC detected by nanopore in these tiles.

### Direct sequencing of a 5hmC-enriched pulldown library

Given the apparent sensitivity of nanopore sequencing to 5hmC enrichment relative to both TAB-seq and conventional PCR-based hMeDIP-seq, as well as its reported efficacy even at ultra-low input concentration^47^, we decided to assess the possibility of directly detecting base modifications from a 5hmC pulldown library. This would internally validate the enrichment of 5hmC by immunoprecipitation and test the sensitivity of the nanopore base-caller to altered modification levels.

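Hydroxymethylated DNA immunoprecipitation (hMeDIP) uses an antibody against 5hmC to enrich sonicated DNA fragments that carry the modification, and nanopore sequencing of the unamplified product then gives the modification state of each CpG in the enriched fragments. Cerebellum DNA of an 8-week-old female mouse was immunoprecipitated in 3 reactions of 1 µg each, with fragments of 362 bp on average. The library names give the same animal for all 3 reactions, so the spread between replicates is that of the reaction and its sequencing and not that between mice. According to the sample labels, replicate 1 was made with whole serum antibody and replicates 2 and 3 with IgG-purified antibody. The methods give 1 µL of whole serum or 2 µL of purified antibody per reaction, whereas the labels give 2 µL of either. The reporting summary lists 977089 reads for replicate 1, 1753849 for replicate 2 and 4159865 for replicate 3, of which 802584, 599414 and 465264 were mapped, a share of 82.1%, 34.2% and 11.2%. The authors deposited a list of peaks for each replicate, called on that replicate alone against untreated whole genome DNA of the same sample, with the fold enrichment of each peak at its summit. They also deposited counts of 5hmC, 5mC and unmodified C base-calls at CpG sites for each replicate. These counts cover CpG sites within the peaks of any of the 3 replicates, and all of them are on the forward strand of mm39. The base-call counts held 69910 calls at 29039 CpG sites in replicate 1, 104238 calls at 64388 sites in replicate 2 and 75624 calls at 47104 sites in replicate 3, with a median of 1 call per site in each. From these files, peaks were counted and compared by overlap, and base-calls were summed over the CpG sites within each replicate's own peaks. The methods set a minimum depth of 5x per strand for CpG sites without naming the hMeDIP data, while the legend of Fig. 3c speaks of all CpG-context base-calls. The minimum of 5 calls was chosen before the data were examined, with no minimum as an alternative.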

We therefore sequenced the immunoprecipitation product of three hMeDIP reactions using an Oxford Nanopore Technologies MinION. 

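The peak lists held 497 peaks in replicate 1, 8546 in replicate 2 and 5166 in replicate 3, a mean of 4736 ± 4042 (SD, n = 3). The spread between replicates was therefore almost as large as the mean. Requiring a fold enrichment of at least 4 moved this number most, to a mean of 990 peaks. Without replicate 2 the mean was 2831.5 peaks. The fold enrichments of each list lay on regular steps, from which the number of reads at a summit could be recovered. Whole reads were obtained for 53.7% of peaks in replicate 1, 58.7% in replicate 2 and 61.3% in replicate 3, with a median of 4, 3 and 3 reads at the summit. With reads computed for all peaks at the genome-wide background, which can be too low for the peaks that did not give whole reads, peaks with at most 3 reads made up 26.2% of the list of replicate 1, 81.0% of that of replicate 2 and 82.1% of that of replicate 3. Merging peaks that overlapped by at least 1 bp gave 13342 regions, of which 56 held a peak from all 3 replicates. In 100 random placements of the peaks on their own chromosomes, the mean was 0.01 such regions and the maximum was 1. Of the peaks in replicate 1, 27.6% overlapped a peak in replicate 2 and 17.7% a peak in replicate 3. Between the replicates made with purified antibody, 7.98% of the peaks in replicate 2 overlapped a peak in replicate 3, and 13.3% of those in replicate 3 overlapped a peak in replicate 2. No pair exceeded 1.01% in any random placement.

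**Figure D1:**
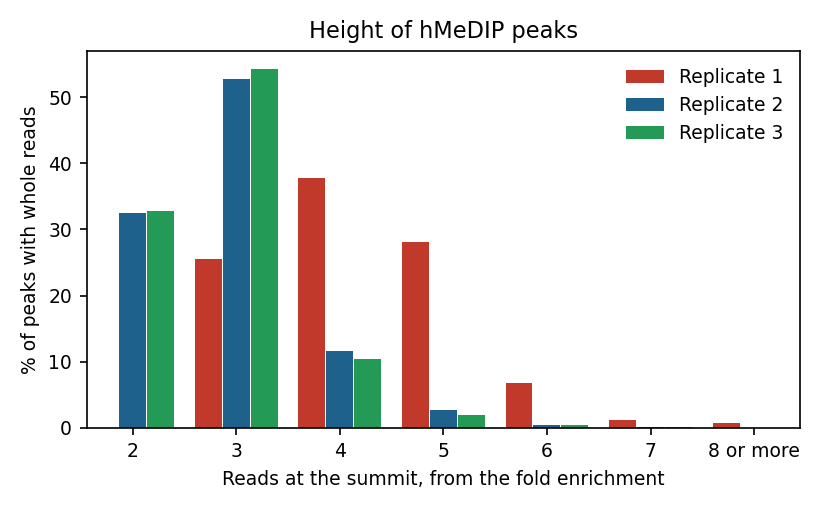
Number of reads at the peak summit (x axis) against the percentage of peaks (y axis) for each hMeDIP replicate, over the peaks whose fold enrichment gave a whole number of reads. Bars are single libraries and carry no error bars. The median is 4 reads in replicate 1 and 3 reads in replicates 2 and 3.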

Using MACS2, we identified a mean of 4654 peaks with an adjusted *p*-value per sample of $$q < 0.05$$ per run in an overall extremely shallow whole-genome dataset (0.005–0.01x depth) (Fig. 3a).

**Fig. 3:**
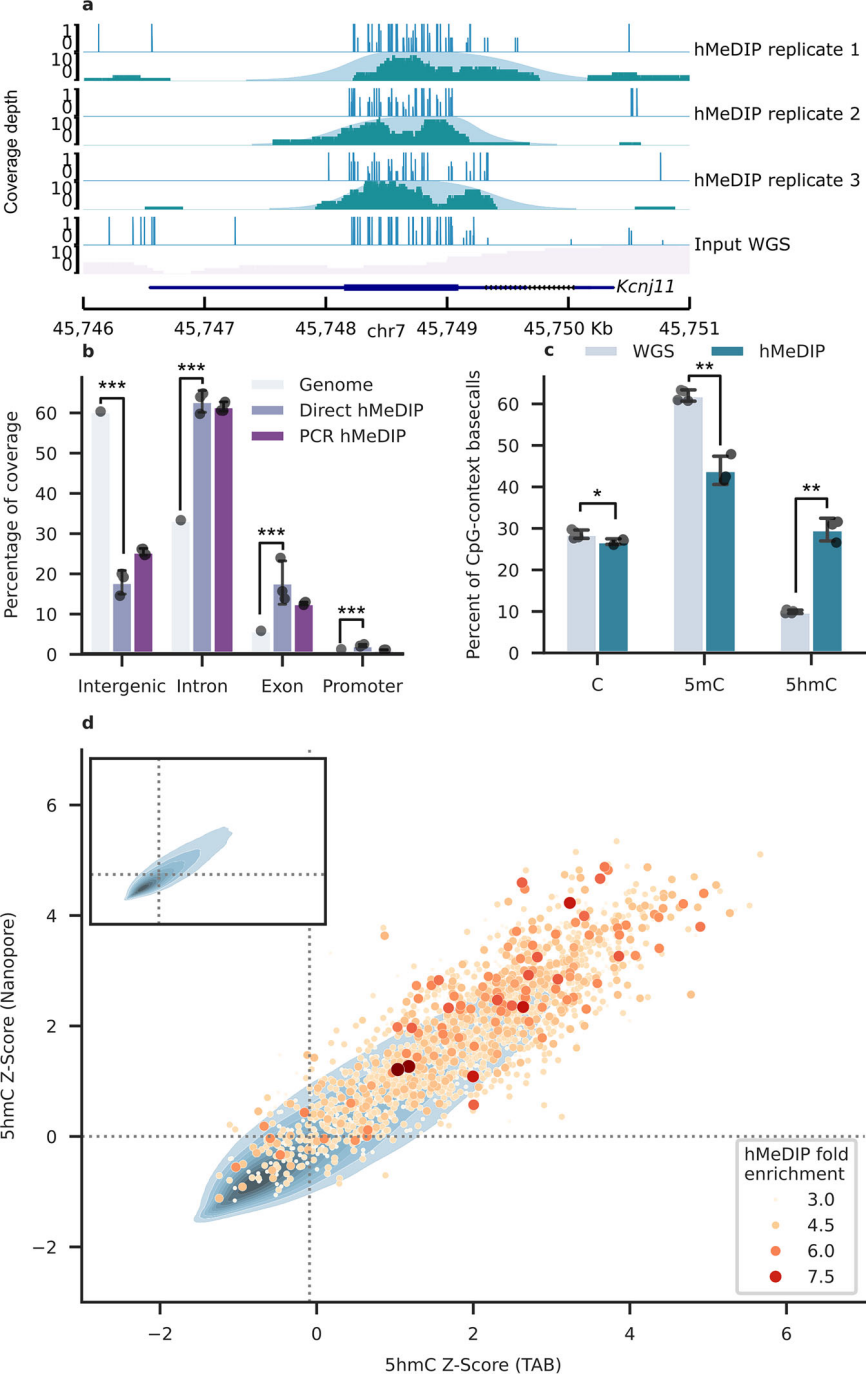
Trial of direct nanopore sequencing of 5hmC-immunoprecipitated (IP) DNA. **a** Nanopore sequenced hMeDIP peaks overlapping the *Kcnj11* gene (chr7:45,746,000-45,751,000). For each repeat, tracks show the proportion of direct 5hmC calls at each CpG site (top) as well as sequencing coverage depth and the corresponding MACS2 narrow peak (bottom). Lowest tracks show WGS data from input. Produced using pyGenomeTracks (v3.8)^93^. **b** Bar plot of primary genomic context overlapped by peak regions, comparing the direct nanopore hMeDIP (*N* = 3) with public hMeDIP-seq data (*N* = 3). Genomic background, based on mm39, provided as reference. Error bars indicate 1 standard deviation. **c** Bar plot showing modification states as a percentage of all CpG-context cytosine base-calls within the PromethION WGS data and hMeDIP peaks (*N* = 3). Error bars indicate 1 standard deviation. **d** Density plot underlay in shades of blue shows 5hmC Z-Score for matched 500 bp windows of WGS data from nanopore and TAB-seq. Z-scores are calculated using the arcsine transformed proportion of all CpG base-calls (merged across replicates) enclosed in a window detected as 5hmC. Peaks from all nanopore hMeDIP-seq replicates are overlaid onto the window they intersect as a scatterplot, with size and hue proportional to fold enrichment over input. Dotted line indicates sample mean 5hmC Z-Score for the (x) TAB-seq and (y) nanopore datasets. *p < 0.05; **p < 0.01; ***p < 0.001.

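Each replicate had a single peak over Kcnj11, a gene on the reverse strand of chromosome 7 (GRCm39, 45743377 to 45750188). The peak ran from 45748294 to 45749306 in replicate 1, from 45748294 to 45749562 in replicate 2 and from 45748146 to 45749152 in replicate 3. All 3 lie within the exon of the canonical transcript (45746520 to 45749661), and mostly within its coding sequence (45748152 to 45749321). The fold enrichment over input was 8.50 in replicate 1, 7.66 in replicate 2 and 6.78 in replicate 3, a mean of 7.64 ± 0.862 (SD, n = 3). Within the peak, 5hmC made up 27.8% of 108 CpG base-calls in replicate 1 (exact binomial 95% confidence interval 19.6 to 37.2%). It made up 48.2% of 85 base-calls in replicate 2 (37.3 to 59.3%) and 63.2% of 68 base-calls in replicate 3 (50.7 to 74.6%). The mean over the replicates was 46.4 ± 17.8% (SD, n = 3) for 5hmC and 28.1 ± 6.62% for 5mC. These intervals cover counting error only. No CpG of the peak had more than 5 calls in replicate 1 or more than 3 in replicates 2 and 3, so that all calls in the peak were used here without a minimum depth. The interval of replicate 1 lies just below that of replicate 2, and the intervals of replicates 2 and 3 overlap.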

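The fold enrichment of a peak is the value that the authors' peak caller gave at its summit. Its median was 4.72 in replicate 1, 3.83 in replicate 2 and 3.87 in replicate 3, and its maximum 17.8, 14.9 and 21.3. Few peaks reached a fold enrichment of 10, with 3 in replicate 1, 7 in replicate 2 and 13 in replicate 3. The methods restrict the comparison with windows to those of 500 bp with at least 10 CpG sites that contain at least 50% of the peak. Counting CpG dinucleotides, 52.9% of the peaks in replicate 1 met this rule on the reference genome, 37.6% of those in replicate 2 and 41.7% of those in replicate 3, a mean of 44.1 ± 7.93% (SD, n = 3). When the cytosines of both strands were counted apart, so that 5 dinucleotides sufficed, the mean rose to 85.6%. The windows' 5hmC Z-scores in WGS and TAB-seq data were not analysed here. The merged region with the highest mean fold enrichment among those with a peak in all 3 replicates lies on chromosome 17 (4676278 to 4676915) in an intron of the long non-coding RNA gene 4930517M08Rik, with a mean fold enrichment of 14.0 ± 6.85 (SD, n = 3). The next lies on chromosome 13 (99221488 to 99222507) in introns of 2310020H05Rik and Gm61409, with a mean of 13.5 ± 5.73 and no CpG base-call in any replicate. The third lies on chromosome 12 (3159735 to 3160218) outside annotated genes, with a mean of 13.3 ± 4.53. The shares of 5hmC in these regions rest on few calls. On chromosome 17 it was 1 of 2 base-calls in replicate 1, 66.7% of 6 in replicate 2 (exact binomial 95% confidence interval 22.3 to 95.7%) and 40.9% of 22 in replicate 3 (20.7 to 63.6%). On chromosome 12 it was 2.56% of 39 base-calls in replicate 1 (0.0649 to 13.5%), 8.33% of 24 in replicate 2 (1.03 to 27.0%) and 3.13% of 32 in replicate 3 (0.0791 to 16.2%).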

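Each peak on chromosomes 1 to 19, X and Y was assigned to the feature that covered most of it, with promoters taken as the 1000 bp upstream of a gene, and the same was done for every 500 bp window of mm39 as the genomic background. The annotation was GENCODE M39 with all its genes. The windows included assembly gaps and chromosome Y, although the mouse was female, which can raise the intergenic share of the background. How far it does so was not computed. Pooled over the replicates, 9663 of 14206 peaks (68.0%) lay mainly in introns, against 48.1% of windows. Exons held 17.0% of peaks against 5.57% of windows, and promoters 5.52% against 2.85%. Intergenic sequence held 9.47% of peaks against 43.4% of windows. In one-sided binomial tests of the pooled peaks, the log10 of p was −499 for introns, −510.3 for exons, −64.4 for promoters and −1739 for intergenic sequence. These tests treat peaks as independent, although peaks of different replicates can be at the same place. Per replicate, the mean was 66.0 ± 3.63% (SD, n = 3) in introns, 18.6 ± 2.97% in exons, 5.96 ± 0.796% in promoters and 9.37 ± 0.289% in intergenic sequence, and each difference from the background was larger than the spread between replicates. The direction depended on the background for exons and promoters. Among windows with at least 10 CpG dinucleotides, 18.8% lay in exons and 9.33% in promoters, both above the share of pooled peaks. For exons this did not hold in replicate 1, with 22.0% of its peaks, against 16.3% in replicate 2 and 17.7% in replicate 3. For introns and intergenic sequence the direction was kept against these windows, which held 46.7% and 25.1%.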

With the public hMeDIP-seq dataset previously used to compare enrichment over genomic windows as a reference, we found that, like conventional hMeDIP, our peaks were significantly more common within genic elements (binomial test; $$p < 0.001$$) and promoters relative to the background composition of the genome (Fig. 3b). 

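At CpG sites with at least 5 calls inside a replicate's own peaks, 5hmC made up 2.48% of base-calls in replicate 1, 7.54% in replicate 2 and 7.82% in replicate 3, a mean of 5.95 ± 3.00% (SD, n = 3). In whole genome sequencing (WGS), the paper's Supplementary Table 2 gives values from 9.6 to 10.4% in 4 libraries. All 3 hMeDIP values were lower than these (two-sided exact permutation test over the 35 splits, p = 0.0286, the smallest p that these libraries allow). The methods give MinION flow cells and an earlier base-calling model for hMeDIP, against PromethION and a later model for WGS. The test cannot tell these differences from the pull-down. The 4 WGS libraries are duplicate runs of 2 mice and the hMeDIP libraries are of 1 mouse, named differently, so the test compares libraries and does not cover differences between mice. With 1 mouse against 2, an exact test could not give a p under 0.333. Few sites met the minimum, with 345 of 4942 sites in replicate 1, 452 of 55566 in replicate 2 and 300 of 32156 in replicate 3. With no minimum, 5hmC made up 7.33% of base-calls in replicate 1, 28.5% in replicate 2 and 27.3% in replicate 3, a mean of 21.0 ± 11.9% that lay above the WGS values, although replicate 1 stayed below them (exact permutation test, n = 3 and 4, p = 0.143). The share was moved most by averaging the percentages of single sites with no minimum, a setting chosen after seeing the data, which gave 30.1 ± 2.70% (SD, n = 3). In 13 merged regions a CpG had at least 20 calls in some replicate. Whether such regions are on the ENCODE blacklist, whose peaks the methods say were removed, was not checked here. The 13 regions held 96.5% of the base-calls at sites with at least 5 calls in replicate 1, 84.4% in replicate 2 and 90.6% in replicate 3. Leaving them out, again a choice made after seeing the data, gave 19.8 ± 6.51% at sites with at least 5 calls and 29.5 ± 3.75% with no minimum (exact permutation test against the WGS values, n = 3 and 4, p = 0.0286 for each). The paper gives 2 aims for detecting modifications directly in the pulldown library, an internal check of the enrichment and a test of the base-caller's sensitivity to altered levels. The share of 5hmC in peaks, set beside WGS, is among the results it reports there. For the sensitivity it cites the overlap of peaks with windows enriched for 5hmC in WGS, which was not analysed here.

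**Figure D2:**
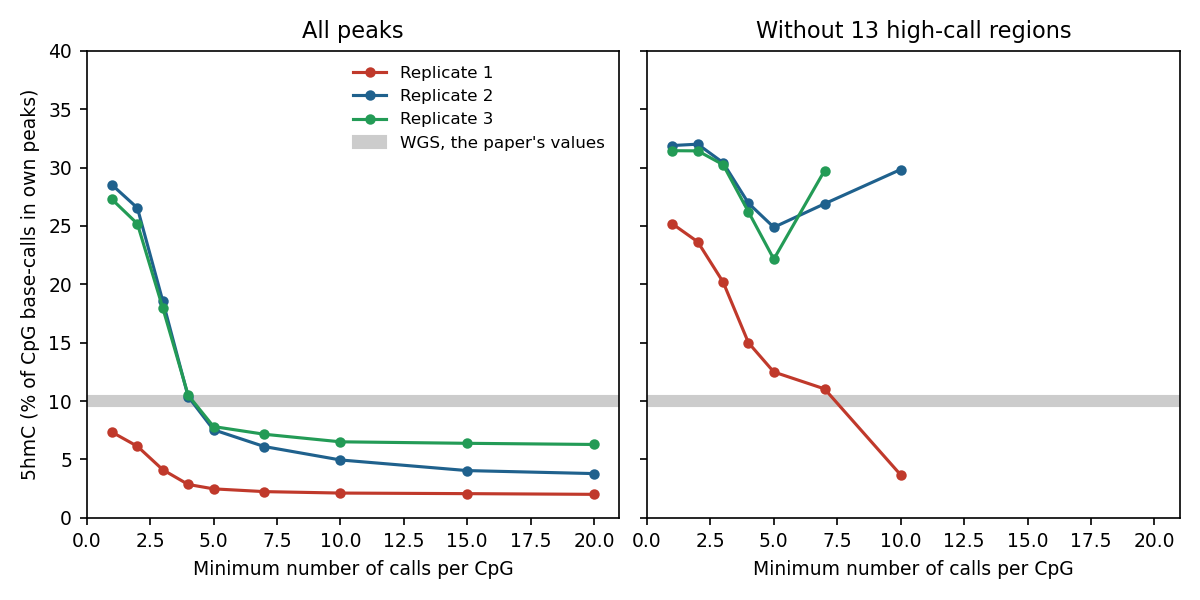
Percentage of CpG base-calls in a replicate's own peaks that were 5hmC (y axis) against the minimum number of calls per CpG (x axis), for all peaks (left) and without the 13 regions in which a CpG had at least 20 calls (right). Each line is a single hMeDIP replicate, shown where at least 100 calls were left, and the grey band spans the paper's WGS values of 9.6 to 10.4%. Over all peaks, replicates 2 and 3 fall from 28.5% and 27.3% with no minimum to 7.54% and 7.82% at 5 calls. Without the 13 regions, replicate 1 falls from 25.2% with no minimum to 3.68% at 10 calls, where 136 calls were left. Replicate 2 goes from 31.9% with no minimum to 24.9% at 5 calls and 29.8% at 10. Replicate 3 goes from 31.4% to 22.2% at 5 calls and 29.7% at 7.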

Direct 5hmC base-calls within peak regions accounted for a significantly larger share (Welch’s T-Test; *N* = 3;$$\,p=0.006$$; Cohen’s *d*: $$d=11.286164$$) (26.4–31.4%) of CpG-context C base-calls than was detected by whole genome sequencing (9.6–10.3%) (Fig. 3c). 

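The share of 5mC at the same CpG sites with at least 5 calls was 86.8% in replicate 1, 76.3% in replicate 2 and 74.7% in replicate 3, a mean of 79.3 ± 6.59% (SD, n = 3). All 3 lay above the paper's 4 WGS values of 60.3 to 62.8% (two-sided exact permutation test, p = 0.0286). Unmodified C made up 14.8 ± 3.60% (SD, n = 3), below the 27.6 to 29.7% that remain in WGS once the paper's 5mC and 5hmC values are taken from 100% (two-sided exact permutation test, p = 0.0286). The direction depended on the processing for both. With no minimum the share of 5mC was 77.0% in replicate 1, 44.7% in replicate 2 and 46.6% in replicate 3, and their mean of 56.1 ± 18.1% could not be distinguished from WGS (exact permutation test, n = 3 and 4, p = 0.486). Unmodified C stayed below WGS with no minimum, at 22.8 ± 6.22% (exact permutation test, n = 3 and 4, p = 0.0286). The mean of the percentages of single sites with at least 5 calls was 52.7 ± 4.99% for 5mC, below WGS (exact permutation test, n = 3 and 4, p = 0.0286), and 32.0 ± 2.62% for unmodified C, above the WGS mean (exact permutation test, n = 3 and 4, p = 0.0571). Without the 13 regions in which a CpG had at least 20 calls, a setting chosen after seeing the data, 5mC made up 39.1 ± 5.36% and unmodified C 41.1 ± 11.5% at sites with at least 5 calls (exact permutation test, n = 3 and 4, p = 0.0286 for each).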

5mC was, by contrast, less abundant (41.4–47.6%) than in the whole genome (60.3–62.8%). 5hmC is densely distributed in most reads, with a mean of 0.29 5hmC base-calls per 100 bp.

5hmC was not detected in 34.6% of these sequence reads. This may represent nonspecific pulldown of DNA fragments low in 5hmC, namely at repetitive or high signal regions. Indeed, 5.5% of these 5hmC-negative reads overlapped regions of high signal listed in the ENCODE Blacklist^48^, a further 12.7% intersect gamma satellite (GSAT) repeats, and 11.8% intersect simple repeat sequences identified by RepeatMasker^49^. 

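The files give base-calls per CpG site and not per read, so reads without 5hmC were not counted here. Regions of very high signal can be read from them instead. Of the 13 merged peak regions in which a CpG had at least 20 calls, 11 had less than 10% of 5hmC over the replicates, and the median of all 13 was 2.05%. The 13 regions took 46.5% of all base-calls in replicate 1, 12.6% in replicate 2 and 13.9% in replicate 3. Within them 5hmC made up 2.27% of calls in replicate 1, 4.29% in replicate 2 and 6.09% in replicate 3. The deepest, on chromosome 2 (98496582 to 98497736), had up to 1591 calls at a CpG in replicate 1, 557 in replicate 2 and 332 in replicate 3, with 1.70%, 2.72% and 2.60% of 5hmC and 89.9%, 86.2% and 86.5% of 5mC. Another, at the start of the assembled chromosome 9 (3000258 to 3001551), had 1.57%, 2.80% and 1.73% of 5hmC. The paper found false 5hmC calls in its methylated standard, at a higher rate than in the unmodified one. Shares this low in highly methylated regions can therefore hold false calls, which was not tested here. The highest share, 15.9% over the replicates, was found on chromosome 5 (144752390 to 144752945). The threshold of 20 calls was chosen after seeing the data, and these regions were named after their values were seen. The ENCODE blacklist and the RepeatMasker track were not used here.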

As 5hmC is deposited in a strand asymmetrical manner^16,50^, some could also represent the unmodified partners of hemi-hydroxymethylated CpG sites. Nevertheless, peak-calling using all reads supports the sensitivity of the nanopore base-caller to identify 5hmC-enrichment, with 93.0% of hMeDIP-seq peaks overlapping regions previously found to be enriched ($$Z \, > \, 0$$) for 5hmC in whole genome data (Fig. 3d). That a similarly high proportion of these peaks (92.1%) overlap with regions likewise enriched for 5hmC in TAB-seq suggests that these sequencing techniques are similarly sensitive to enriched hydroxymethylation.

Modified base detection in pulldown sequencing offers substantial utility in the ability to directly validate the presence or absence of base modifications, helping to inform against false positive enrichment peak detection. This also demonstrates the use of nanopore sequencing, paired with antibody enrichment, to directly detect base modifications in a pulldown library. This approach could be readily modified to target histone modifications and transcription factors, enabling direct identification of base modifications associated with these targets with ChIP-seq and CUT&RUN techniques in a benchtop context.

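Of the peaks with at least 10 CpG base-calls, 10 of 282 in replicate 1 had no 5hmC call, which is 3.55% (exact binomial 95% confidence interval 1.71 to 6.42%). In replicate 2 these were 107 of 2765 peaks, or 3.87% (3.18 to 4.66%), and in replicate 3 they were 64 of 1686, or 3.80% (2.94 to 4.82%). The mean was 3.74 ± 0.170% (SD, n = 3), and the intervals of the replicates overlapped. These shares do not measure how many peaks lack enrichment, because a single 5hmC call, true or false, takes a peak out of the count. The paper found false 5hmC calls in both of its standards. The share that peaks of unenriched DNA would give was not computed. A minimum of 5 calls gave a mean of 8.26%. With a minimum of 20 calls the replicates moved apart, to 4.69% in replicate 1 (1.74 to 9.92%), 1.12% in replicate 2 (0.537 to 2.05%) and 0.382% in replicate 3 (0.0463 to 1.37%). Their mean of 2.06% rests on replicate 1, without which it was 0.749%. Only 56.7% of the peaks in replicate 1, 32.4% in replicate 2 and 32.6% in replicate 3 had 10 calls or more. In these peaks the median share of 5hmC was 27.8% in replicate 1, 31.0% in replicate 2 and 30.0% in replicate 3. Across peaks, which are not independent replicates, fold enrichment and the share of 5hmC were weakly related and not in the same direction. Spearman's rho was −0.141 in replicate 1 (permutation p = 0.0186, 0.0278 after Benjamini-Hochberg adjustment over the 9 relations computed), 0.0466 in replicate 2 (p = 0.0149, adjusted 0.0269) and 0.0708 in replicate 3 (p = 0.00358, adjusted 0.0107), from permutation tests with 100000 resamples. With at least 20 calls per peak the opposite directions were stronger, at −0.223 in replicate 1 (permutation p = 0.0111, adjusted 0.025), 0.132 in replicate 2 (permutation p = 5e-05, adjusted 0.00045) and 0.133 in replicate 3 (permutation p = 0.00207, adjusted 0.00932). With at least 50 calls per peak all 3 were positive, at a mean of 0.168, with no adjusted permutation p under 0.05.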

### Duplex sequencing detects CpG dyad asymmetry at molecular resolution

To this point, our data indicated that the nanopore base-caller is sensitive to 5hmC and functions consistently with other techniques. Using high duplex nanopore flow cells, we then aimed to investigate strand modification symmetry and asymmetry (Fig. 4a) with the ability to identify modification states present on both strands of a single DNA molecule, a level of detail not readily available with other techniques. This is done using primary or germline DMRs from a panel of imprinted genes, given the well-established stability of methylation at these loci^51^.

**Fig. 4:**
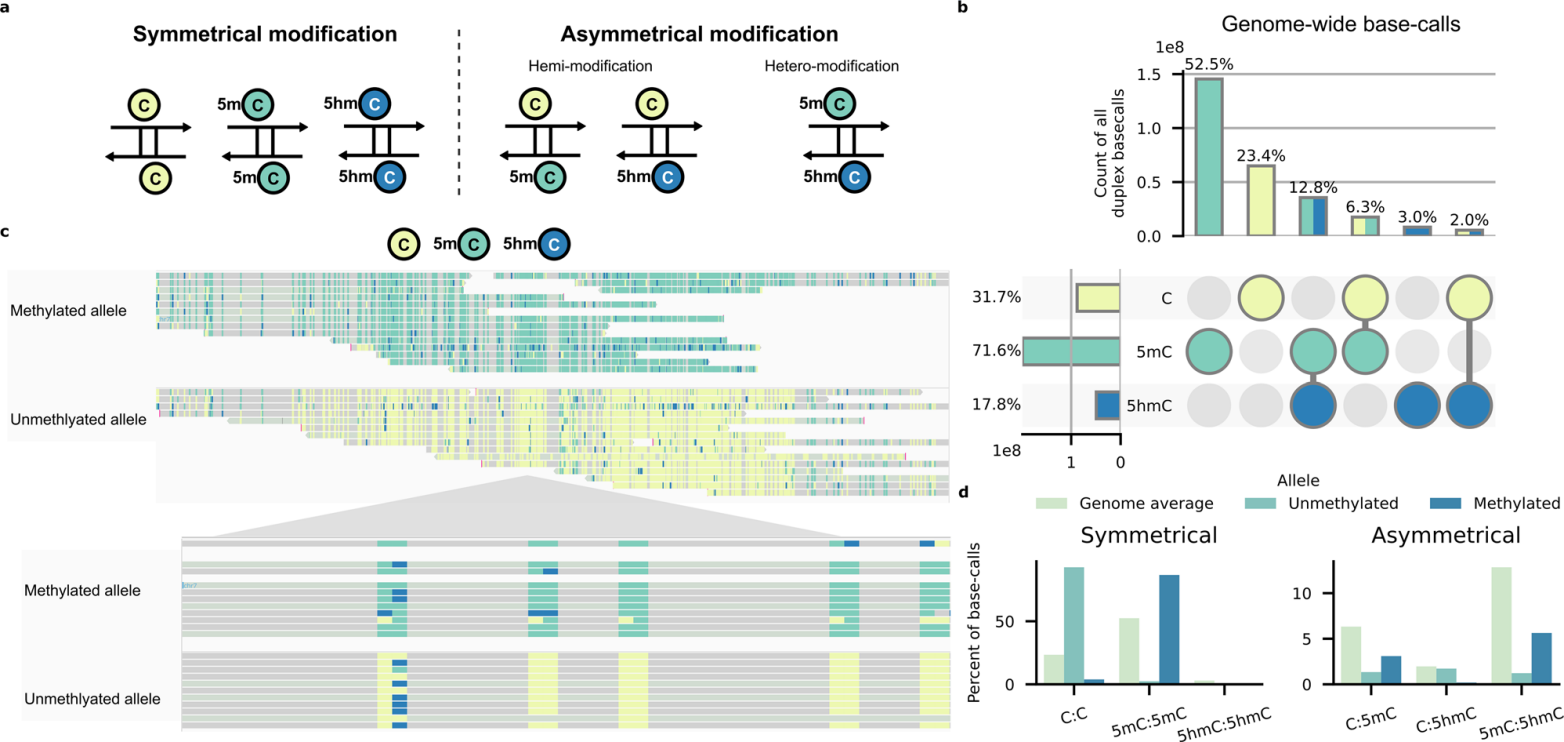
Duplex detection of modified bases using High Duplex PromethION flow cells. Reads from all replicates are concatenated here for visualisation. **a** Schematic summary of currently detectable modification states from duplex reads. **b** UpSet plot of CpG-context cytosine base-calls from all duplex reads. Produced using UpSetPlot (0.9.0)^94^. Top: percentage of duplex reads described by the intersection matrix below. Below: percentage of duplex reads containing one or more of a given cytosine state. **c** IGV view of the Nespas-Gnasxl imprinted locus from nanopore duplex sequencing. Reads are separated by allele and have been down sampled for visualisation. Above: overview of the whole imprinted locus (chr2:174,134,000-174,145,000). Below: close-up IGV view of duplex modified base-calls over a 50 bp segment. Duplex modified bases appear as blocks of two consecutive modification calls, with the forward (top) modification indicated by the colour on the left and the reverse (bottom) modification indicated by the colour on the right. **d** Comparison of the mean percentage of all duplex modified base-calls in the whole genome, as in (**b**), to modified base-calls within the methylated and unmethylated alleles of 15 imprinted loci. Duplex base-calls across replicates are merged.

Across the genome, duplex-paired reads accounted for a mean of 32% of sequence reads across eight sequencing replicates, including whole genome methylation controls (Fig. S5a). Of all CpG dyads, symmetrical modification (affecting both forward and reverse cytosine bases) states are the most abundant, with symmetrical 5mC accounting for 52.5% of all duplex base-calls and symmetrically unmodified C accounting for 23.5% (Fig. 4b; Fig. S5b, c). Hemi-modification, where the dyad includes a modified (5mC or 5hmC) base and an unmodified partner, accounts for a minority of duplex base-calls (C:5mC 6.3%; C:5hmC 2.0%). Here, “hetero-modified” refers to those CpG sites comprised of two different modified states, such as 5mC:5hmC pairs. Hetero-modified dyads are almost twice as prevalent as hemi-methylated dyads, accounting for 12.8% of all duplex modification patterns across all replicates. 5hmC is found predominantly in a hetero-modified state, being paired with 5mC in 72.3% of dyads containing 5hmC (Fig. S5d).

We isolated duplex reads from 15 previously defined DMRs (Table S5) and phased them into alleles according to modification state (Fig. 4c; Fig. S6)^52^. We found roughly equal ratios of methylated and unmethylated reads for most DMRs queried, as would be expected at imprinted loci (Fig. S7). Direct detection of 5hmC highlights distinct patterns of hydroxymethylation, and potentially demethylation, within individual alleles, such as patches of dense hydroxymethylation in the methylated alleles of *H19* and *Rasgrf1*, and groups of 5hmCpGs along the DMR boundaries of *Gnas1A* and *Igf2r* (Fig. S6).

Duplex patterns for symmetrical CpG dyads within these DMRs were significantly different from the genomic background (G-Test; $$p < 0.001$$) (Fig. 4d), consistent with DNA methylation being stably maintained at germline DMRs. Asymmetrical modifications (hemi-methylated and hetero-modified dyads), by contrast, are relatively rare, making up 7.7% of all duplex base-calls within these DMRs compared to the genome mean of 21.1% (Fig. S8). Comparing asymmetric CpG dyads in individual alleles, both the methylated allele and unmethylated alleles contained a smaller proportion of hemi-methylated (C:5mC) dyads compared to the genomic mean. Interestingly, hemi-hydroxymethylated (C:5hmC) dyads occurred with similar frequency on unmethylated alleles to the genomic mean.

### Symmetrically unmodified CpG dyads are enriched at CTCF binding sites

Having studied modification symmetry at imprinted DMRs, we selected CCCTC-binding factor (CTCF) as a test case for loci where symmetrical and asymmetrical strand modification are relevant for transcription factor binding^4^. Previously, CTCF was one of the first transcription factors shown to regulate genomic imprinting through its methylation sensitive binding to an imprinting control region and 3D organisation of DNA^53,54^. Recently, this has been shown to be sensitive to asymmetric strand modification, with different dyadic permutations found to have specific binding affinities for CTCF^4^.

CTCF has specific affinity to a short and highly conserved sequence motif, a ~20-base sequence that often contains at least one CpG site. We located these motif sequences using the JASPAR MA0139.1 dataset^55^, selecting motifs overlapping CpG sites. Using CTCF ChIP-seq data from ENCODE, we then found CpG sites present in motif sequences shown experimentally to bind CTCF in cerebellum. We then selected only those motif sequences overlapping ChIP-seq summits, representing the point of highest CTCF signal. Although duplex modification patterns for CpG sites present in CTCF sequence motifs were similar to the genomic background (Cramér’s V: $${\varphi }_{c}=0.11$$), the modification patterns at CTCF-bound positions were very different ($${\varphi }_{c}=0.65$$). These bound motifs possess a significantly higher proportion of symmetrically unmethylated CpG base-calls (T-Test; $$p < 0.001$$) (Fig. 5a), with corresponding depletion of all other dyad patterns.

**Fig. 5:**
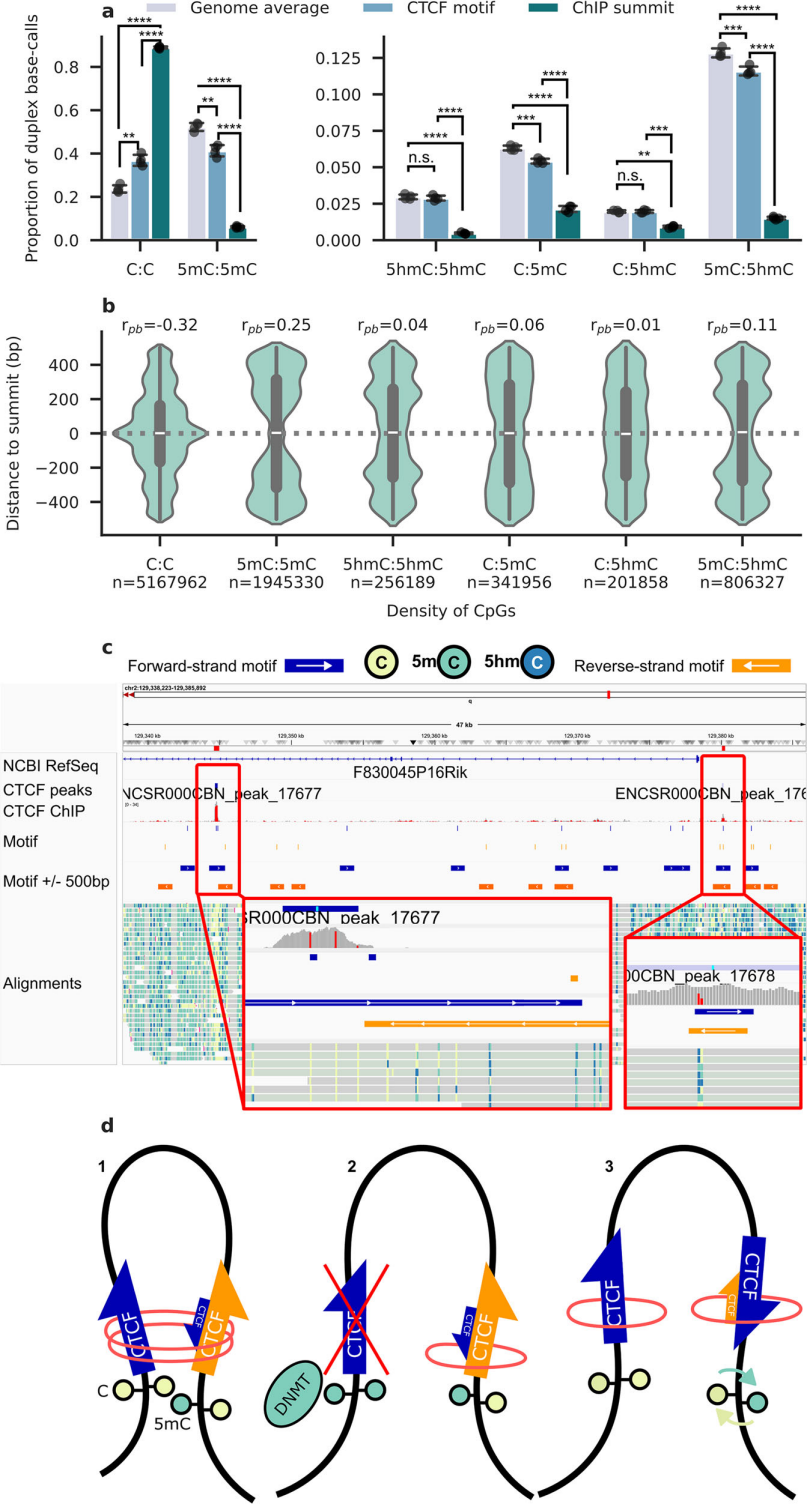
Duplex base-calling at CTCF-binding sites. **a** CpG dyad duplex modification pattern across the whole genome, CTCF binding motifs, and ChIP-seq peak summits (split into two plot areas for visibility of dyad states with a small proportion of base-calls). Error bars indicate 1 s.d. Replicates are shown as separate dots (*N* = 4). **b** Violin plot representation of duplex modification pattern distance to CTCF ChIP-seq summit sites. CpG dyads more than 500 bp from a summit are not represented. Duplex base-calls from all replicates are merged. **c** IGV view of *F830045P16Rik* locus (chr2: 129,338,223-129,385,892) highlighting two CTCF ChIP-seq. peaks overlapping palindromic CTCF motif positions. **d** Schematic representation of methylation and strand symmetry dependent CTCF loop formation. 1: A forward strand CTCF motif (left) overlaps a symmetrically unmodified CpG site and faces an asymmetrically methylated palindromic CTCF motif (right). Methylation on the forward strand of the palindromic motif sequence favours CTCF binding in a reverse orientation, convergent with the previous unmodified motif and enabling loop formation. 2: Symmetrical modification of a CpG site (left) prevents CTCF binding and forbids loop formation. 3: Inversion of strand modification asymmetry at the palindromic motif (right) favours CTCF binding in a forward orientation. **p < 0.01; ***p < 0.001; ****p < 0.0001.

Dyad modification states have a significant relationship with distance from CTCF ChIP-seq binding (Kruskal-Wallis H; $$p < 0.0001$$), with a higher concentration of symmetrically unmodified C:C positions proximal to binding summits than all other dyad permutations (Fig. 5b). Only for this dyad type can a negative point-biserial correlation be found with absolute distance from binding summits ($${r}_{{pb}}=-0.32{;p} < 0.0001$$) (Table S6), implying closer proximity to CTCF-bound positions than other states in cerebellum. Dyads with symmetrically modified 5mC:5mC ($${r}_{{pb}}=0.25{;p} < 0.0001$$) and asymmetrical hetero-modified 5mC:5hmC ($${r}_{{pb}}=0.11{;p} < 0.0001$$) are positively correlated with distance from binding summits, concurring with the known methylation sensitivity of CTCF. Both hemi-modified C:5mC and C:5hmC, as well as symmetrically hydroxymethylated 5hmC:5hmC positions, have a very weak correlation with distance to ChIP-seq summits.

Asymmetrical methylation, with 5mC opposite the motif strand, was previously found to be more favourable to CTCF binding than symmetrically unmethylated CpG sites^4^. In our data, asymmetrically modified CpG sites comprise only a small percentage (4.6%) of dyad base-calls at bound CTCF positions, with unmodified cytosine present on the motif strand in 56.2% of those cases.

The orientation of CTCF binding sites has been shown to be important for loop formation, with loops favouring convergently oriented CTCF motifs^56^. In mouse, 9373 CTCF motifs are palindromic, potentially enabling bidirectional CTCF binding from either or both strands. We found 1365 (14.6%) palindromic CTCF motifs that directly intersect CTCF ChIP-seq peaks (Fig. 5c). Asymmetrical methylation at these motifs is uncommon in our duplex data however, occurring at least once in only 188 (13.8%) bound motifs. The 102 genes associated with these motifs are most enriched for genes involved in nervous system (Benjamini-Hochberg $$p=0.0039$$), whole body (Benjamini-Hochberg $$p=0.0039$$), and brain (Benjamini-Hochberg $$p=0.0097$$)^57,58^.

We hypothesise that strand asymmetry at palindromic CTCF motif sequences could influence the orientation of CTCF binding (Fig. 5d). In such a model, 5mC present on the forward strand at these palindromic positions would favour loop formation in a reverse direction, whereas 5mC on the reverse strand would favour loops in the opposite direction. Symmetrically unmodified CTCF motifs enable bidirectional binding of CTCF and enable looping in both or either direction. Future research, pairing nanopore duplex sequencing of a CTCF ChIP library and HiC data, would test this model and any effects this may have on gene expression.

## Discussion

Cytosine methylation has important biological and evolutionary roles; however, the roles of higher oxidation states such as 5hmC, formed via the action of TET enzymes, are less well understood. Here we demonstrate that the detection of 5mC and 5hmC by nanopore sequencing is consistent with widespread techniques and opens new modes of studying these modifications with known involvement in disease, ageing, and development.

The DMRs of imprinted genes represent loci with known stable methylation across most somatic tissues. We have demonstrated the use of direct modification detection from nanopore sequence data to study strand modification symmetry and allele-specific methylation at DMRs in a panel of imprinted genes. This confirmed previous findings suggesting high methylation fidelity at germline DMRs^59,60^, observing depletion of asymmetrical strand modification states on both the methylated and unmethylated allele compared to the genomic background. 5hmC is present on both alleles in all DMRs, though is depleted relative to the genomic background. Our study did not examine secondary DMRs, which may be less stable and thus have more variable methylation states in mouse brain. Secondary DMRs have previously been shown to have higher amounts of asymmetric modifications^59^. Future studies examining the extent of hetero-modifications, potentially distinguishing transient and stable states of asymmetric modifications and 5hmC, could determine whether these states play a role in maintaining normal methylation patterns at imprinted as well as other loci.

Long read sequencing data have previously been used to identify and phase patterns of allele-specific methylation^61–63^, with longer reads serving to bridge regions of low SNP density and offering greater utility to haplotyping tools. In the inbred mouse strain used in this study, where no genomic variation could be anticipated between parental alleles, we capitalised on the allele-specificity of methylation at imprinted genes to separate alleles. The quantitative ability of nanopore sequencing is also highlighted at imprinted loci in the equal ratios of methylated to unmethylated reads at most DMRs. For the discovery of new imprinted loci or types of allele-specific modifications, where haplotype construction is required, long reads with direct modification readouts will greatly simplify haplotype reconstruction, where haplotype information can become masked by bisulphite conversion itself.

Although 5hmC, and later oxidation derivatives of 5mC, have been shown to be deposited in a largely strand asymmetrical manner^16,50,64^, it is interesting to find such a high degree of asymmetrically hydroxymethylated positions in cerebellum, a terminally differentiated tissue. Unlike the canonical cytosine base and its methylation derivative 5mC, symmetrically modified 5hmC:5hmC positions were rare, confirming previous findings that the TET enzymes function in a primarily strand specific manner^50^. Given that 5mC is largely symmetrically deposited between both strands at the CpG site, the presence of asymmetrical hemi-hydroxymethylated C:5hmC pairs is especially surprising, which could be evidence of incomplete demethylation.

To test the use of duplex modified base detection in a biologically meaningful context, we compared our duplex sequence data with CTCF ChIP-seq data from a similar biological sample, finding patterns of strand modification symmetry and asymmetry unlike the genomic background. These results confirm the preference for unmodified cytosine for CTCF binding. In future, direct nanopore sequencing of a CTCF-ChIP pulldown library, using duplex reads, would add further sensitivity to the detection of asymmetric modifications and CTCF binding.

There are some technical considerations for experimental design using duplex sequencing for sequencing asymmetrical CpG modification, as it takes two simplex reads to get a single duplex image of a CpG dyad. Duplex capture is still only moderately effective in High Duplex flow cells, with a mean of 32% of reads found in duplex pairs. If duplex capture is the objective, aiming for total coverage at least 6–7-times higher than target duplex depth is advisable. As an example, median genomic coverage in our murine samples was 29-33x, whereas mean dyad depth in duplex was 2–2.5x.

It remains to be seen whether future developments will include increased rates of duplex read capture. This, along with improved base calling algorithms to enable detection of later TET-mediated oxidation products of 5mC, and other base modifications including 6mA, would provide a great advantage to epigenetic research, culminating in the detection of a complete vocabulary of DNA modifications, detectable on both strands of the same molecule, as part of standard sequencing practice.

In summary, nanopore sequencing enables robust direct detection of three epigenetic states of cytosine in DNA: C, 5mC, and 5hmC. This method provides several advantages compared to other commonly used techniques, allowing high throughput direct and accurate readout of modification states on both strands of a single DNA molecule as part of standard sequencing practice.

## Methods

### Publicly available data benchmark data

Data for 5mC and 5hmC were procured from the oxBS-seq and TAB-seq experiments, respectively, performed by Ma et al. on cerebella from three 8-week-old female C57BL/6 mice using Illumina HiSeq X Ten (data available on the Genome Sequence Archive of the Beijing Institute of Genomics under experiment identifiers CRX008031 and CRX008032)^42,65,66^. These were downloaded in fastq format and aligned to the mm39 (GRCm39) mouse reference genome using Bowtie2 and Bismark^67,68^.

hMeDIP-seq data from homogenous mouse tissues produced by Song et al.^46^, stored under Gene Expression Omnibus (GEO) accession GSE25398, were downloaded in fastq format. Quality control was performed using TrimGalore! (0.6.10)^69^, before alignment to mm39 reference using Bowtie2^68^. Duplicate sequence reads were marked using Picard MarkDuplicates^70^. Regions intersecting the ENCODE blacklist file for mm39^48^ were removed using bedtools (v2.31.1) intersect^71^, before peak calling was performed using MACS2^24^ with options: “--gsize ‘mm’ --call-summits”.

An identical pipeline^72^ was used for CTCF ChIP-seq and input sequence data produced by the Bing Ren Lab of UCSD, stored in the ENCODE Portal under accession codes ENCSR000CBN and ENCSR000CAT, respectively^73^. These were produced from cerebellum tissues derived from two 8-week-old male C57BL/6NCrl mice.

### Animal samples and DNA extraction

No statistical calculation was used to predetermine sample size, which was instead designed to optimise sequencing depth. Brain tissues were obtained from two 8-week-old female C57BL/6NCrl (Charles River Laboratories) mice procured from the University of Bath animal facility. The project was given a favourable opinion by the University of Bath’s Animal Welfare and Ethical Review Body (AWERB; Review Reference 3436-4022), a Committee defined in law under the UK Animals (Scientific Procedures) Act, and approved by the University’s Academic Ethics and Integrity Committee (AEIC). We have complied with all relevant ethical regulations for animal use.

High molecular weight genomic DNA was extracted from these cerebella using the QIAGEN MagAttract HMW DNA Kit (QIAGEN, 67563) using a modified protocol available from the Oxford Nanopore Technologies Community website^74^. Quality control was performed on a DeNovix DS-11 FX+ Spectrofluorometer.

### Whole genome sequencing of mouse cerebellar gDNA

Cerebellar gDNA was sheared using a Covaris g-TUBE (Covaris, 520079) to a target length of 8 kb. Whole genome sequencing (WGS) libraries were prepared in duplicate for each biological replicate, using the Ligation Sequencing Kit V14 standard protocol (Oxford Nanopore Technologies, SQK-LSK114) with reagents from the NEBNext® Companion Module for Oxford Nanopore Technologies® Ligation Sequencing (New England Biolabs, E7180S). Libraries were quantified using a Qubit 4 fluorometer (ThermoFisher Scientific, Q33238) with Qubit dsDNA HS (ThermoFisher Scientific, Q33230). 150 ng of each sample was loaded onto PromethION (Oxford Nanopore Technologies, PRO-SEQ048) flow cells (Oxford Nanopore Technologies, FLO-PRO114HD). All sequencing runs were manually stopped after 72 h. Each run generated 65–80 Gb over 9–15 million sequence reads.

### Whole genome sequencing of human methylated/unmethylated controls

Two libraries were prepared as positive and negative methylation controls using the Human Methylated & Non-Methylated (WGA) DNA Set (Zymo Research, D5013). Libraries were quantified using a Qubit 4 fluorometer (ThermoFisher Scientific, Q33238) with Qubit dsDNA HS (ThermoFisher Scientific, Q33230). Sample DNA was sheared to 8 kb, and library preparation was performed in duplicate using the Ligation Sequencing Kit V14 standard protocol (Oxford Nanopore Technologies, SQK-LSK114). Libraries were sequenced by loading 150 ng onto PromethION (Oxford Nanopore Technologies, PRO-SEQ048) flow cells (Oxford Nanopore Technologies, FLO-PRO114HD), with runs lasting 72 h. Runs produced 25–52 Gb over 5–9 million reads.

### Nanopore hMeDIP-seq

DNA from mouse cerebellum was sheared to a target of 6 kb using a Covaris g-TUBE (Covaris, 520079). An aliquot was sequenced as a control on an R10.4.1 MinION flow cell (Oxford Nanopore Technologies, FLO-MIN114) using Ligation Sequencing (SQK-LSK114) Kit 14 following the associated protocol. Sheared DNA was sonicated in triplicate using a Bioruptor® Pico sonication device (Diagenode, B0106001) in a 1.5 mL Bioruptor® Pico Microtube with cap (Diagenode, C30010016) to target fragment lengths <500 bp. A 2200 TapeStation system (Agilent, G2991A) with D1000 ScreenTapes (Agilent, 5067-5582) and associated reagents (Agilent, 5067-5583) was used to assess the fragment size distribution of each replicate (mean 362 bp).

5hmC immunoprecipitation was performed based on Nestor and Meehan^23^. 1 μg sonicated dsDNA was incubated overnight at 4 °C rotating in IP buffer (10 mM Na-phosphate pH 7.0, 140 mM NaCl, 0.05% Triton X-100) with either 1 μL (1:500) of whole serum α-5hmC antibody (ActiveMotif, 39769; lot: 23720003) or 2 μL (1:250) IgG-purified α-5hmC antibody (ActiveMotif, 39791; lot: 25419010) per reaction. Samples were then incubated with 40 μL equilibrated Dynabeads Protein G (Invitrogen, 10003D) for 1 h while rotating at 4 °C and washed three times in ice-cold IP buffer for 5 min at room temperature. Bound DNA was eluted in digestion buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 0.5% SDS) and 200 ng proteinase K (ThermoFisher Scientific, EO0491) for 3 h at 50 °C on a shaker at 800 rpm. Immunoprecipitated DNA was purified using the QIAQuick PCR Purification kit (QIAGEN, 28104) following manufacturer instructions and eluted into 50 μL elution buffer before sequencing.

The eluate was prepared for sequencing following the MinION protocol SQK-LSK114. Libraries were loaded onto three R10.4.1 MinION flow cells and sequenced, generating 154-382 Mb of sequence data per flow cell.

### Base-calling and data exclusion

Base-calling was performed using the Oxford Nanopore Technologies open-source Dorado base-caller (v0.5.1). For the PromethION data, the super-accurate (*sup@v4.3.0*) base-calling model was used with 5mC and 5hmC base-calling (*5mCG_5hmCG@v1*). The hMeDIP-seq data were produced earlier, using base-calling *sup@v4.2.0*. Minimap2 (v2.24-r1122) was used to produce an index file of the mm39 (GRCm39) mouse reference genome^75^. Aligned sequence data was then sorted and indexed using the samtools sequence alignment tool suite (samtools 1.19)^76^. Modified bases were extracted from these reads using ‘modkit pileup’ for simplex and ‘modkit pileup-hemi’ for duplex basecalls (0.2.8)^77^. The options ‘--only-tabs --cpg’ and ‘--mask’ were used against the mm39 mouse reference genome fasta file from UCSC. The ‘--mask’ argument excludes regions that intersect those flagged by the RepeatMasker software to reduce the influence of highly repetitive elements^49^. Reads are extracted using ‘modkit extract’ with the ‘--read-calls-path <PATH > --cpg --mask’ arguments.

CpG sites were filtered to a minimum sequencing depth of 5x. Data points below this depth are excluded.

At each CpG site, the ratio of sequence reads in which the C base is modified to all C calls from that site (i.e., excluding C-to-N SNPs) is computed to summarise its level of modification. Using 5hmC as an example:

$${ \% }_{5{hmC}}=\frac{5{hmC}}{5{hmC}\, +\, 5{mC}\, +\, C}\times 100$$

### GC content definition

In both the human (hg38/GRCh38) and mouse reference genomes (mm39/GRCm39), mean GC content is calculated using ‘bedtools nucBed’^71^, which summarises the total number of G and C bases in all chromosomes in the reference genome. Mean genomic GC is then calculated as the sum of G and C bases divided by the total length of all non-N bases.

To determine local GC content, bigwig files of GC content over 5 bp windows was downloaded for the respective genome from the UCSC Genome Browser^78^. 100 bp bed intervals were defined using the bedtools command ‘makewindows’. This bed file was used together with the UCSC tool bigWigAverageOverBed (v2) with the ‘-bedOut’ option to calculate the mean GC content over those 100 bp intervals. Data from CpG sites from the nanopore data were overlapped to these 100 bp intervals. Finally, all CpG sites were grouped into 5-percentile bins of GC content ranging from 0 to 100%, producing (*n* = 20) bins.

### Gene and CpG island definition

Gene bodies are defined using the GENCODE Consortium Basic annotation (VM32)^79^. Promoter regions are defined as regions starting 1 kb upstream of a gene. CpG islands (CGI) were downloaded as a track from UCSC Table Browser for mm39^78^. Shores are defined as 2 kb regions immediately up- and downstream of CGI, and shelves are defined as regions 2–4 kb up- and downstream of CGI following Rechache et al.^80^

### Nanopore hMeDIP-seq peak calling and comparison to WGS

Whole genomic DNA from the same sample, without treatment, was sequenced on a MinION flow cell for use as an input sample. The Model-Based Analysis of ChIP-Seq (MACS2) software (v.2.2.6) was used to call narrow peaks relative to this input with the ‘--gsize mm’ option^24^. From the resulting narrow peaks, those overlapping regions on the ENCODE blacklist were removed^48^. By default, ‘MACS2 callpeaks’, peaks are filtered out if they have an adjusted p-value (Benjamini-Hochberg corrected) greater than 0.05.

For comparison with WGS, Nanopore and TAB-seq derived WGS data were tiled into non-overlapping 500 bp windows. Windows containing fewer than 10 CpG sites were discarded. The overlap between narrow peaks and these genomic tiles was then found using PyRanges^81^. Where peaks overlapped with multiple windows, the window with the highest degree of overlap was selected. Only windows containing at least half of an overlapping peak region were analysed.

### DMR methylation clustering in duplex reads

Germline DMR coordinates were obtained from Tomizawa et al.^52^ These were lifted over to mm39 using the UCSC liftOver tool^82^. After visualisation, some coordinates have been manually shifted to apparent boundaries of the differentially modified region. After defining these as regions of interest, duplex reads overlapping these regions were extracted from the alignment files using ‘samtools view’ with ‘--tag dx:1’, from which read-level information was extracted for CpG sites using ‘modkit extract’ with the ‘--cpg’ flag and the ‘--reference’ and ‘--include-bed’ arguments.

Allelic phasing was performed in Python: CpG sites on each read were nominally encoded by modification state. Sites absent from a read are also encoded. Reads containing too high a proportion of absent positions are excluded. Each read is therefore represented by a string of CpG site modification states, which were then used to produce a Hamming distance matrix. The mean distance between reads, and then successive clusters of reads, produced a hierarchical clustering pattern, which was flattened to the two highest cluster levels. Read IDs extracted from these clusters were then used for ‘samtools view’ and the ‘--qname-file’ argument to extract reads into new bam files.

### Statistics and reproducibility

The number of replicates (N) and observations (n) used in tests are provided in text. Test statistics, p-values, and effect sizes, are provided rounded to two significant figures. Additional details, including exact *p* values and unrounded test statistics, are provided in full in Supplementary Data 1.

Mean rates of CpG modification are compared across four replicates of nanopore data and three replicates of either oxBS-seq or TAB-seq data, for 5mC and 5hmC respectively, using a two-tailed Welch’s T or unequal variances test, given differences in both sample size and sequencing depth. Root mean square deviation (RMSD) is calculated to compare percentage modification rates at matched CpG sites between datasets of the same sequencing method, as a metric for intra-assay variation, and as an inter-assay metric for CpG level deviation differences between the nanopore, oxBS-seq, and TAB-seq datasets. This is calculated for all replicate pair permutations, from which the mean is taken as a summary statistic.

To compare modification detection at intervals spanning multiple CpG sites, such as genomic features, genes, or genomic windows scale; the count of modified base detections is taken across the interval, along with the total sum of all CpG-context base-calls. The ratio between the two is taken to find the proportion of all CpG base-calls within the interval with a given modification. Arcsine transformation of these proportions is used to approximately normalise the distribution of proportion values and a standard score (Z-score) is calculated from transformed values.

Comparing the proportion of coverage made up of given features in direct nanopore hMeDIP-seq with the genomic background is performed using one-tailed binomial tests with *n* = 17,368 total observations from all replicates. The genome was divided into non-overlapping 500 bp windows, with the proportion of these primarily overlapping a given type of feature used to inform *p* for each binomial test. The count of peaks that primarily overlap a given feature informs *k*.

Comparing the proportion of CpG-context base-calls comprised of a given state is performed using Welch’s T, with three replicates of nanopore hMeDIP-seq (*N* = 3) compared to four replicates of nanopore WGS (*N* = 4).

Comparison of duplex modification states between DMRs and the genomic mean is performed using a G-test, equivalent to a chi-square test performed using a log-likelihood ratio to account for very large count values. The expected frequency of duplex patterns used for this test is derived from proportion of duplex modification states in the given state from over WGS replicates.

The level of association between CpG dyad modification patterns between the whole genome, CTCF binding motif sequences, and CTCF motif sequences overlapping ChIP-seq summits, is expressed using Cramér’s V or $${\varphi }_{c}$$, where high values of $${\varphi }_{c}$$ are taken to suggest greater dependence between context (i.e., CTCF motif, or motif at summit) and dyad modification pattern. Paired two-tailed T-tests with *N* = 3 are used to compare individual differences in the proportions of duplex CpG base-calls made up of each dyad state between the whole genome, CTCF motifs, and motifs at binding summits. These are paired on account the fact that CpG sites at bound summits are a subset of those at all CTCF motifs, with both being a subset of the CpG sites included in the whole genome.

The Kruskal–Wallis test is used to determine whether there is a statistically significant difference between different CpG dyad modification states and absolute distance to CTCF ChIP-seq summits. This result is followed by post hoc analysis using Dunn’s test with a Holm-Bonferroni correction on calculated *p* values. To further assess the relationship between dyad modification state and absolute distance to ChIP summit, point biserial correlations are calculated for each state.

Tissue enrichment for asymmetrically methylated CTCF binding sites is calculated using the STRING database^58^, using a Benjamini-Hochberg corrected *p* value threshold of 0.05.

Statistical analyses were largely performed using Python. Annotations are given within scripts where necessary to improve reproducibility or indicate where any non-Python code is used.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

Transparent Peer Review file

## Data Availability

Data analysis was performed in Python and Jupyter Notebooks using additional open-source software packages, including pandas (2.0.1)^83^, numpy (1.24.3)^84^, scipy (1.13.1)^85^, scikit-learn (1.5.2)^86^, PyRanges (0.0.120)^81^, and Pingouin (0.5.4)^87^. Visualisations were produced using matplotlib (3.7.1)^88^, seaborn (0.13.2)^89^, and the Integrative Genomics Viewer (IGV)(2.19.1)^90^. Other graphing packages are mentioned in text where used. Scripts and analysis code are publicly available via a project GitHub repository (v1.0.0, DOI: 10.5281/zenodo.14753748)^91^. An executable pipeline, ChIP2MACS2 (v1.0.0, 10.5281/zenodo.14535833), which includes Bowtie2, TrimGalore!, and MACS2 and related tools, was also produced to handle hMeDIP-seq/ChIP-seq alignment and peak calling pipeline used in these analyses^72^.

# Supplementary material for: Double and single stranded detection of 5-methylcytosine and 5-hydroxymethylcytosine with nanopore sequencing
**Source:** Commun Biol. 2025 Feb 15;8:243. doi: 10.1038/s42003-025-07681-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

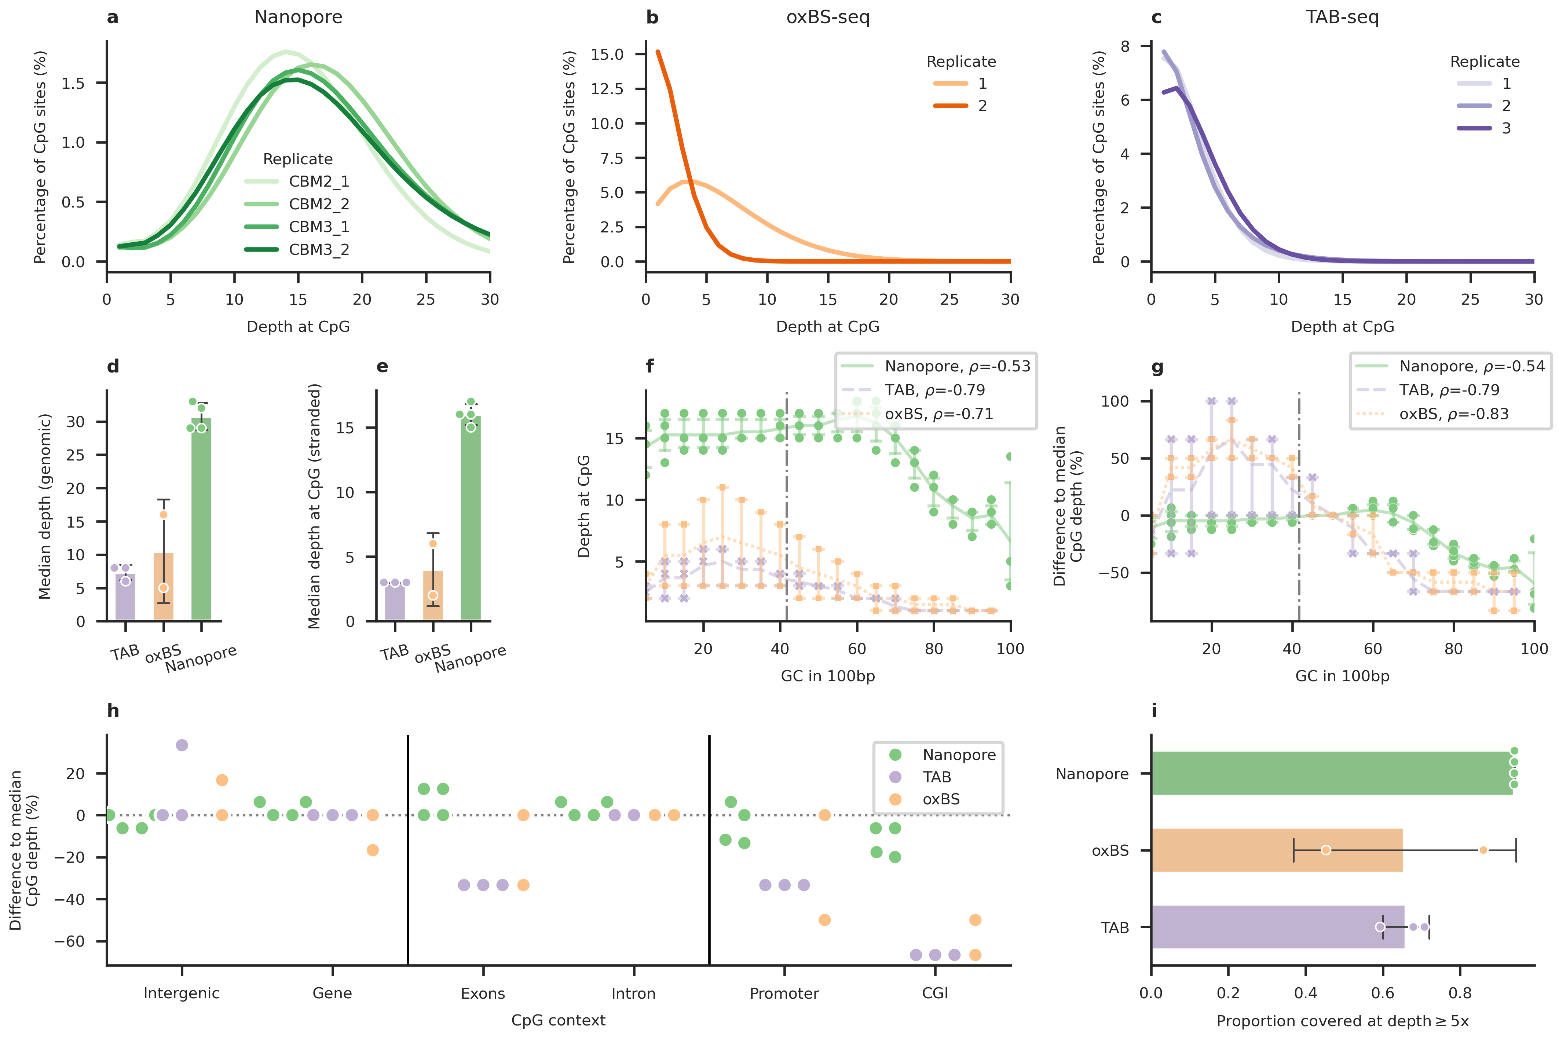

Supplementary Figure 1: Depth and breadth of coverage for whole mouse genome datasets. a-c) Depth of coverage at CpG positions (stranded) for each replicate in the a) nanopore sequence dataset, b) oxBS-seq dataset, or c) TAB-seq dataset. d) Comparison of median genomic sequencing depth depths across techniques, counting reads from either strand. e) Median depth at CpG positions, counting cytosine positions on opposing strands separately. f) Median CpG depth (stranded) as a function of local GC content. CpG sites were grouped into non-overlapping 100bp windows, from which GC percentage is calculated using the mm39 (GRCm39) reference genome. GC percentage is binned in 5-percentile intervals. The depth of matched CpG positions across replicates are plotted separately. Vertical line indicates genomic mean GC percentage of 41.7% in mouse. g) Percentage difference to the median CpG depth of a sequencing replicate within the bins defined in f). h) Percent difference between median CpG depth over different genomic contexts and median CpG depth of a sequencing replicate. i) Proportion of genome covered in at least 5x genomic depth (non-strand specific) by replicate.

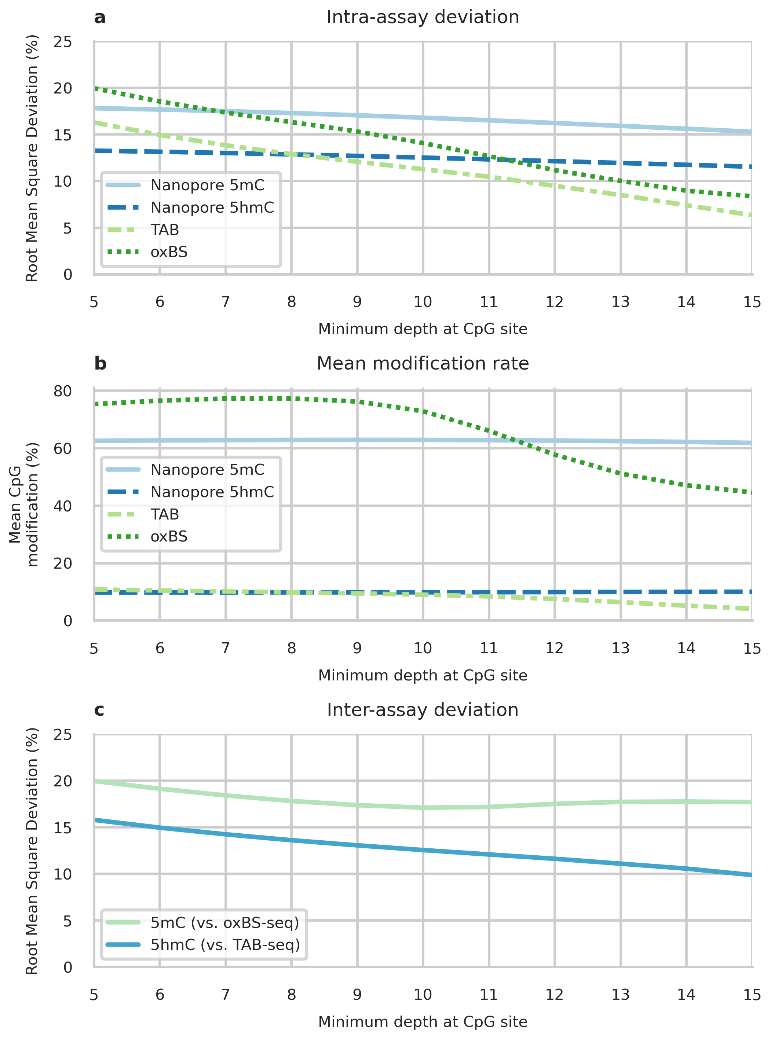

Supplementary Figure 2: Benchmark dataset comparisons with sliding thresholds of minimum depth. Variation is calculated using the Root Mean Square Deviation (RMSD) between all possible dataset pairs, from which a mean is calculated to summarise all permutations. a) Variation in intra-assay variation as a function of depth. b) Change in mean CpG modification percentage over the same sliding depth threshold. c) Variation in inter-assay deviation between the nanopore datasets and respective bisulphite method for 5mC and 5hmC.

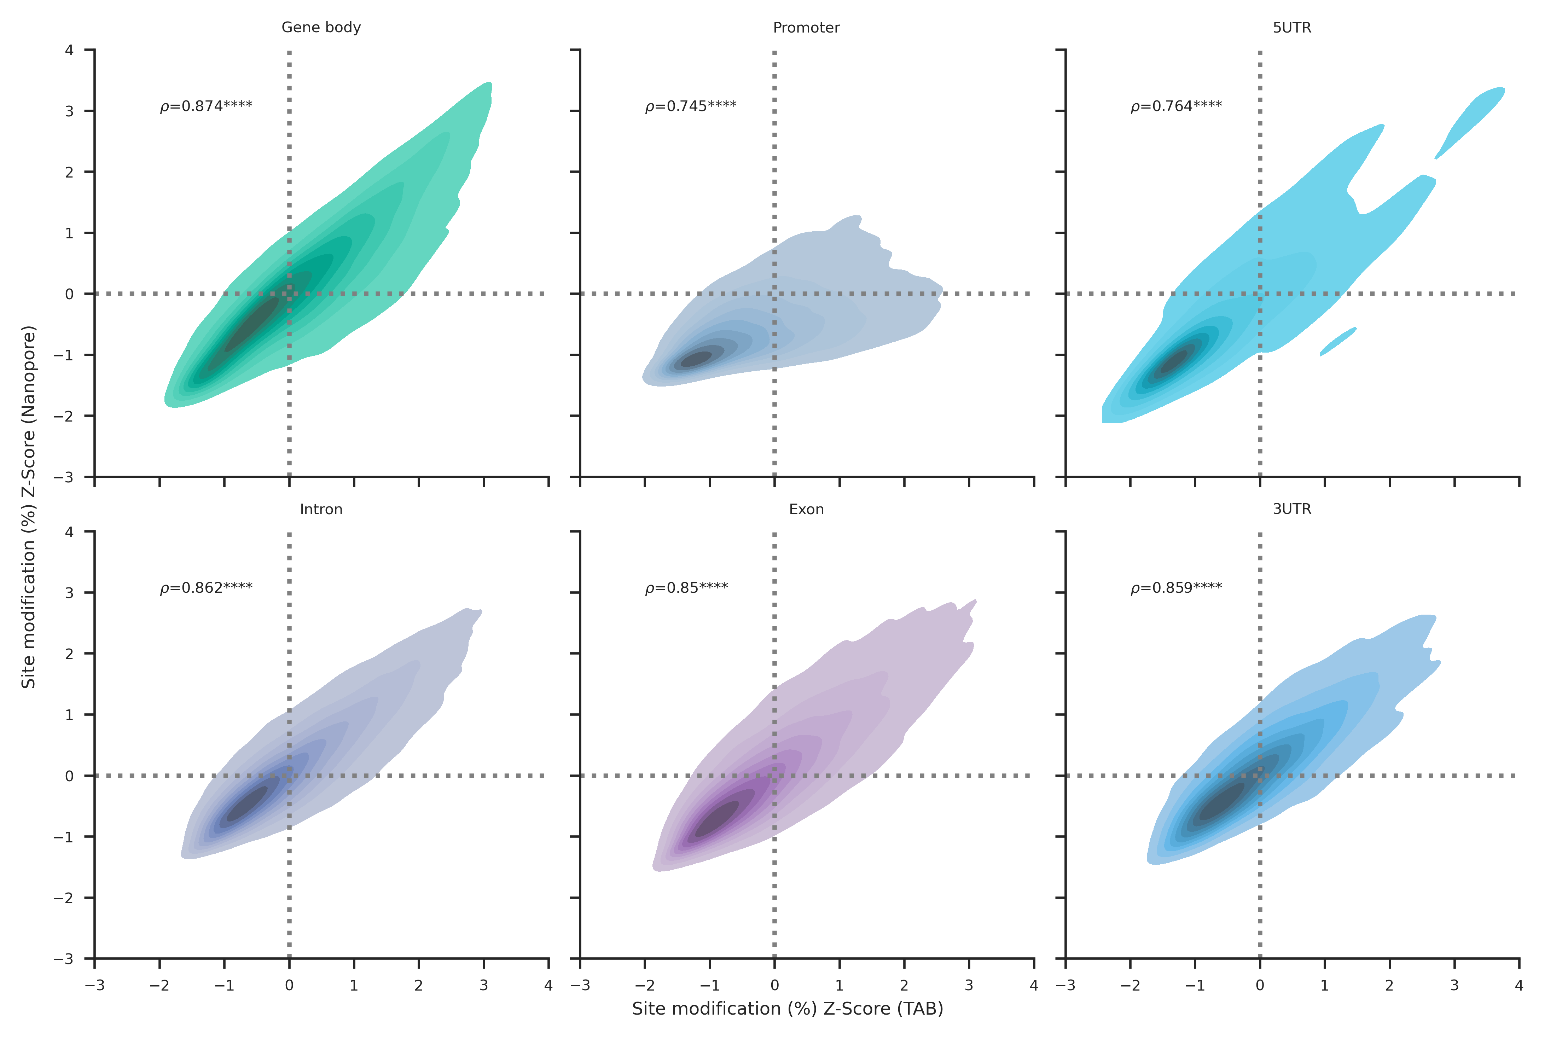

Supplementary Figure 3: 5hmC enrichment in matched genomic features as detected by nanopore sequencing (y) and TAB-seq (x). CpG-context base-calls from both datasets are aggregated across matched genomic features. The proportion of all base-calls within each feature comprised of 5hmC is arsine transformed, with the transformed value used to calculate a Z-score. **** p < 0.0001

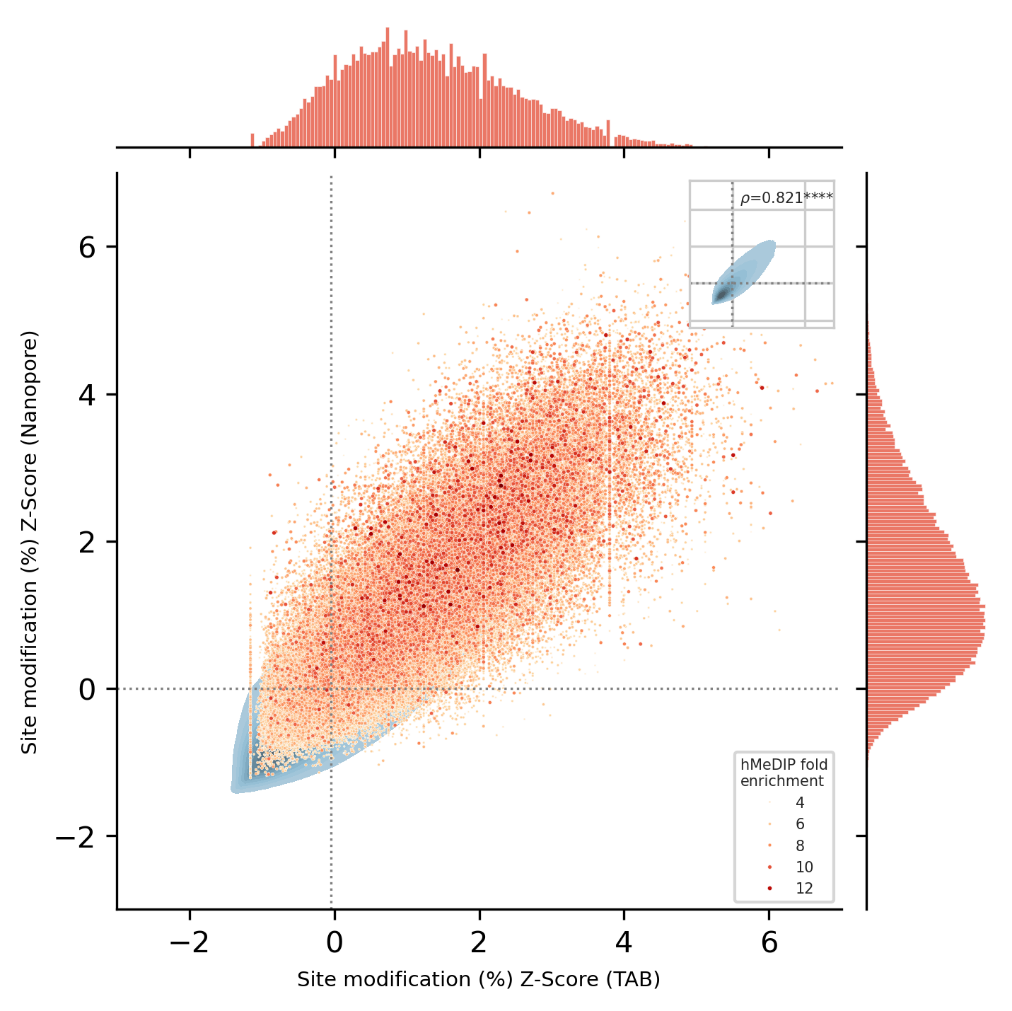

Supplementary Figure 4: Comparison of conventional PCR-based hMeDIP-seq peaks (scatter) and 5hmC detection enrichment from nanopore and TAB-seq (density). CpG-context base-calls from each dataset are aggregated across matched 500bp windows of the genome. The proportion of all base-calls in each window comprised of 5hmC is first arcsine transformed, and then a Z-score is calculated from the transformed values for both nanopore and TAB-seq 5hmC calls. Background plot shows density of those windows, with a scatterplot overlay indicating overlaps with hMeDIP-seq peaks from a public hMeDIP-seq dataset ^1^. Inset plot (top-right) shows background density without scatterplot overlay. Histograms along margins count hMeDIP-seq peaks relative to (top) TAB-seq and (bottom) nanopore sequencing. Dotted line shows mean tile Z-score. **** p < 0.0001

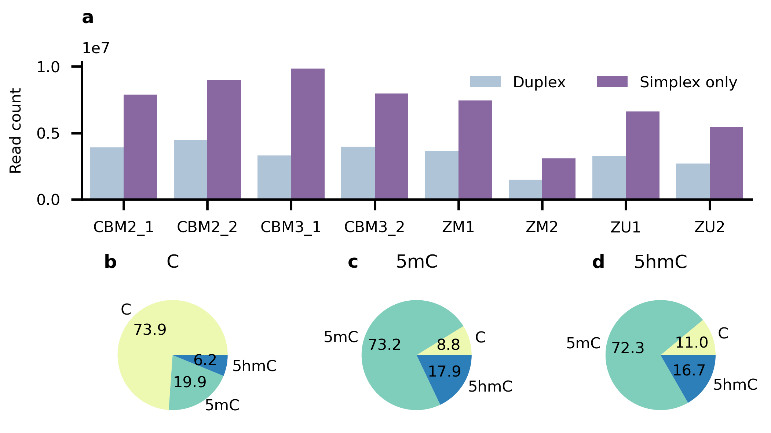

Supplementary Figure 5: Duplex modified base detection in nanopore sequence data. a) Count of all duplex and simplex-only reads across all Nanopore PromethION sequencing runs (N=8), using mouse cerebellum and all methylation standards. b-d) Pie charts show CpG dyad partners from the mu rine duplex datasets (CBM2_1, CBM2_2, CBM3_1, CBM3_2) as a percentage of all CpG dyad pairs containing a) unmodified C, b) 5mC, or c) 5hmC. Duplex base-calls across all replicates are counted.

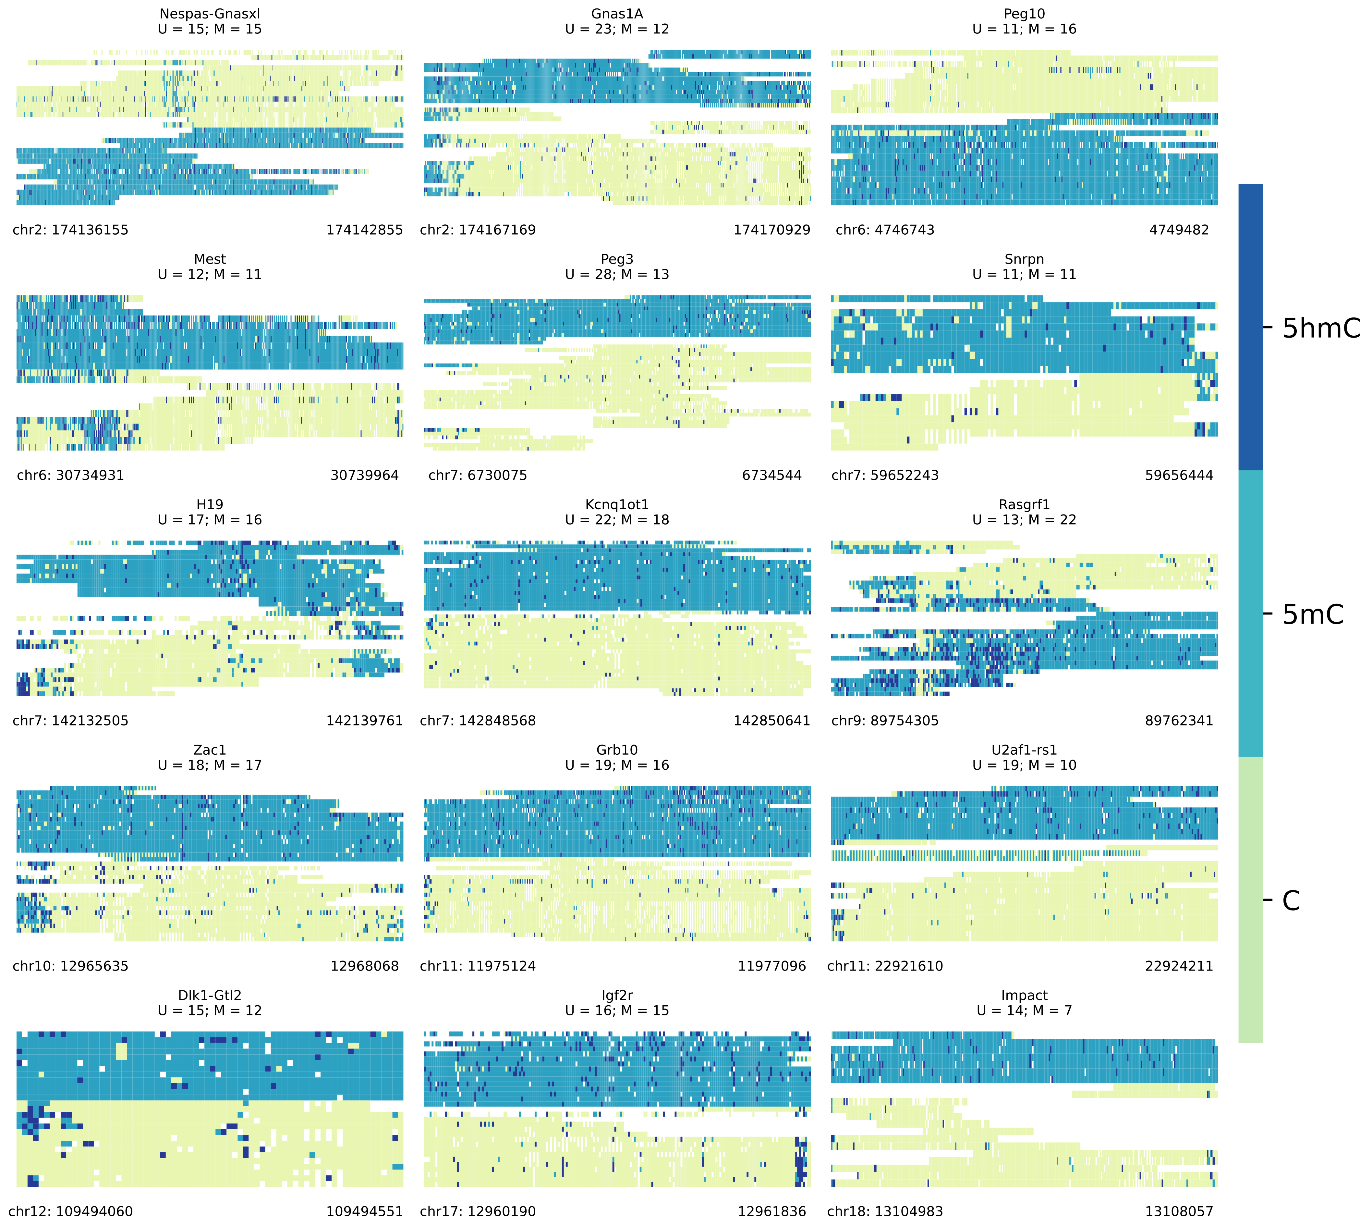

Supplementary Figure 6: Differentially methylated regions from imprinted gene and imprinting clusters in mouse cerebellum, sorted by allele. Duplex reads from across all replicates are concatenated. Heatmap titles contain the official gene symbol, count of reads assigned to the unmethylated allele (U), and count of methylated reads (M).

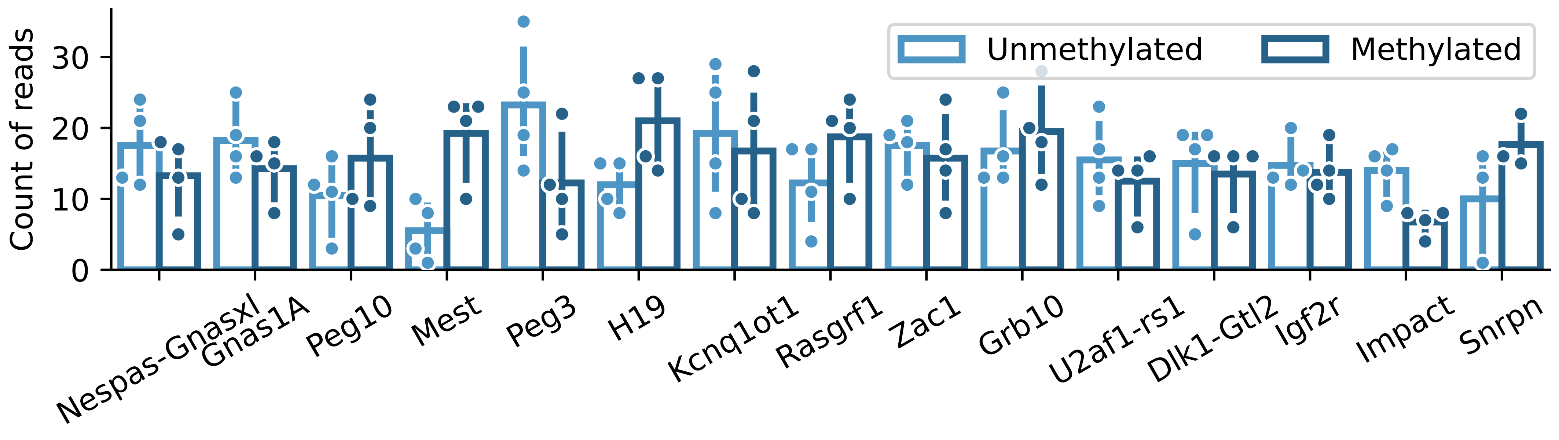

Supplementary Figure 7: Count of reads by allele for imprinted gene and imprinting clusters (N=4).

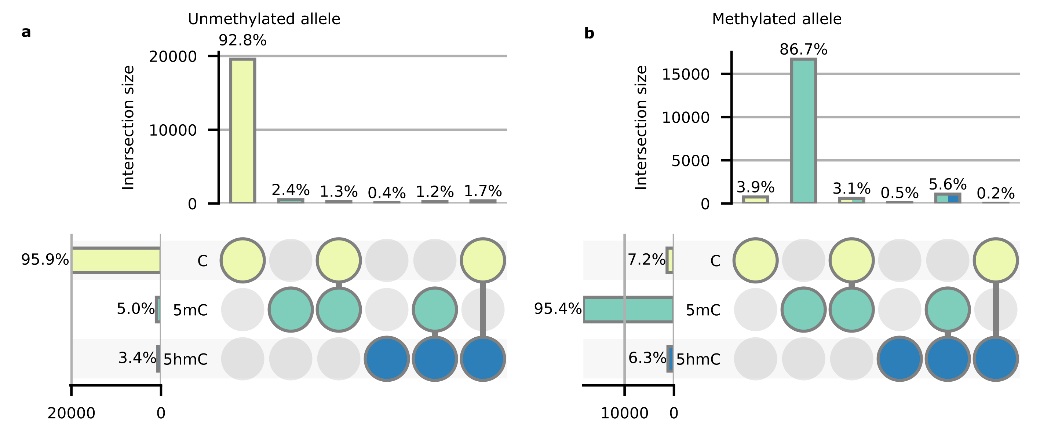

Supplementary Figure 8: Duplex base-calls at the differentially methylated regions of imprinted genes separated by allele. a-b) UpSet plots of duplex modification states on the a) unmethylated and b) methylated allele. Duplex base-calls from all replicates (N=4) are concatenated. Produced using UpSetPlot^2^.

## Supplementary Tables

Supplementary Table 1: Depth and coverage statistics for mouse whole genome sequencing datasets. Genomic depth refers to depth of coverage in a non-strand-specific manner. Depth at CpG is the median depth of individual CpG-context cytosine positions on either strand.

|  | Biological replicate | Technical replicate | Median depth (genomic) | Median depth  (CpG; stranded) |
| --- | --- | --- | --- | --- |
| Nanopore PromethION | CBM2 | (1/2) | 29 | 15 |
|  |  | (2/2) | 33 | 17 |
|  | CBM3 | (1/2) | 32 | 16 |
|  |  | (2/2) | 29 | 16 |
| TAB-seq | 1 | (1/1) | 6 | 3 |
|  | 2 | (1/1) | 8 | 3 |
|  | 3 | (1/1) | 8 | 3 |
| oxBS-seq | 1 | (1/1) | 16 | 6 |
|  | 2 | (1/1) | 5 | 2 |

Supplementary Table 2: Summary statistics for modified base detection in all biological samples.

|  | Biological replicate | Technical replicate | Total CpG base-calls | Percentage detected as modified (%) | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | 5mC | 5hmC |
| Nanopore PromethION | CBM2 | (1/2) | 389,659,851 | 62.8 | 9.6 |
|  |  | (2/2) | 442,519,412 | 62.6 | 9.6 |
|  | CBM3 | (1/2) | 446,149,544 | 60.3 | 10.0 |
|  |  | (2/2) | 436,343,532 | 60.5 | 10.4 |
| TAB-seq | (1/3) | (1/1) | 71,651,039 | NA | 11.6 |
|  | (2/3) | (1/1) | 77,410,573 | NA | 11.0 |
|  | (3/3) | (1/1) | 86,804,432 | NA | 11.8 |
| oxBS-seq | (1/2) | (1/1) | 163,400,082 | 68.8 | NA |
|  | (2/2) | (1/1) | 50,089,062 | 66.3 | NA |

Supplementary Table 3: Summary statistics of 5mC and 5hmC base-calls in different genomic contexts.

|  | 5mC | | | | 5hmC | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Median (Z)** | **Mean (%)** | **Median (%)** | **Variance (%)** | **Median (Z)** | **Mean (%)** | **Median (%)** | **Variance (%)** |
| 3UTR | 0.42 | 64.5 | 74.3 | 8.1 | -0.21 | 11.6 | 8.5 | 1.2 |
| 5UTR | -1.49 | 7.8 | 0.0 | 4.5 | -0.88 | 1.8 | 0.0 | 0.4 |
| CGI | -1.77 | 6.7 | 0.0 | 4.1 | -0.86 | 1.6 | 0.0 | 0.3 |
| Exon | 0.11 | 51.5 | 64.4 | 13.8 | -0.49 | 8.7 | 4.9 | 1.2 |
| Genic | 0.08 | 59.2 | 70.5 | 10.5 | -0.22 | 11.7 | 7.7 | 1.5 |
| Intergenic | 0.34 | 68.0 | 77.8 | 7.6 | -0.44 | 8.2 | 5.1 | 0.9 |
| Intron | 0.33 | 61.2 | 71.6 | 9.4 | -0.21 | 12.5 | 8.5 | 1.6 |
| Promoter | -1.49 | 13.0 | 0.0 | 6.8 | -0.88 | 3.3 | 0.0 | 0.6 |
| Sea | 0.36 | 68.4 | 77.3 | 6.9 | -0.27 | 10.5 | 6.8 | 1.3 |
| Shelf | 0.06 | 59.7 | 68.8 | 8.9 | -0.12 | 12.5 | 8.6 | 1.5 |
| Shore | -1.35 | 32.0 | 17.6 | 11.4 | -0.53 | 8.9 | 3.8 | 1.4 |

Supplementary Table 4: Spearman correlation of 5hmC Z-score between matched genomic features in nanopore and TAB-seq data. Z-scores are calculated from the arcsine transformed proportion of all base-calls contained in a feature comrpised of 5hmC.

| ***Feature type*** | ***Spearman correlation ρ*** | ***Number of features compared (n)*** |
| --- | --- | --- |
| **Intron** | 0.863 | 91,415 |
| **Exon** | 0.85 | 28,742 |
| **Promoter** | 0.747 | 8,371 |
| **3UTR** | 0.859 | 8,243 |
| **5UTR** | 0.761 | 877 |
| **Whole gene body** | 0.977 | 19,190 |

Supplementary Table 5: Coordinates used for ICR analysis. Derived from Tomizawa, et al. ^3^. Coordinates were lifted over to mm39 (GRCm39) from mm10 (GRCm38) using UCSC LiftOver.

| *Chromosome* | *Start* | *End* | *ICR Cluster* | *Expressed allele* |
| --- | --- | --- | --- | --- |
| chr2 | 174135847 | 174142870 | Nespas-Gnasxl | M |
| chr2 | 174167880 | 174171044 | Gnas1A | M |
| chr6 | 4745996 | 4749542 | Peg10 | M |
| chr6 | 30733719 | 30740906 | Mest | M |
| chr7 | 6730075 | 6734545 | Peg3 | M |
| chr7 | 59649823 | 59657730 | Snrpn | M |
| chr7 | 142130545 | 142137800 | H19 | P |
| chr7 | 142848568 | 142850642 | Kcnq1ot1 | M |
| chr9 | 89756317 | 89765880 | Rasgrf1 | P |
| chr10 | 12965635 | 12968069 | Zac1 | M |
| chr11 | 11975032 | 11980194 | Grb10 | M |
| chr11 | 22921532 | 22924921 | U2af1-rs1 | M |
| chr12 | 109494035 | 109494599 | Dlk1-Gtl2 | P |
| chr17 | 12959887 | 12962154 | Igf2r | M |
| chr18 | 13104910 | 13108093 | Impact | M |

Supplementary Table 6: Point-Biserial Correlation between CpG dyad modification state and absolute distance from CTCF ChIP-seq peak summits. Positive correlations imply further distance from binding summits, whereas negative correlations imply proximity. CpG dyads greater than 500bp from a peak summit are excluded from calculations.

| ***Dyad pattern*** | ***Point-Biserial Correlation (***$\boldsymbol{r}_{\boldsymbol{pb}}$***)*** | ***Number of dyads compared (n)*** |
| --- | --- | --- |
| **C:C** | -0.32 | 5,167,962 |
| **5mC:5mC** | 0.25 | 1,945,330 |
| **5hmC:5hmC** | 0.04 | 256,189 |
| **C:5mC** | 0.06 | 341,956 |
| **C:5hmC** | 0.01 | 201,858 |
| **5mC:5hmC** | 0.11 | 806,327 |

Works cited

1 Song, C.-X. *et al.* Selective chemical labeling reveals the genome-wide distribution of 5-hydroxymethylcytosine. *Nature Biotechnology* **29**, 68-72 (2011). <https://doi.org:10.1038/nbt.1732>

2 UpSetPlot v. 0.9.0 (2023).

3 Tomizawa, S.-i. *et al.* Dynamic stage-specific changes in imprinted differentially methylated regions during early mammalian development and prevalence of non-CpG methylation in oocytes. *Development* **138**, 811-820 (2011). <https://doi.org:10.1242/dev.061416>

# Supplementary material for: Double and single stranded detection of 5-methylcytosine and 5-hydroxymethylcytosine with nanopore sequencing
**Source:** Commun Biol. 2025 Feb 15;8:243. doi: 10.1038/s42003-025-07681-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data

Description: Supplementary data for all hypothesis tests performed during analysis. Includes test groups, sample sizes, exact p-values, test statistics, and effect sizes.

# Supplementary material for: Double and single stranded detection of 5-methylcytosine and 5-hydroxymethylcytosine with nanopore sequencing
**Source:** Commun Biol. 2025 Feb 15;8:243. doi: 10.1038/s42003-025-07681-0
**Supplement:** Supplementary file 3 — Supplementary Data

| Context                                                                                | Test type            | Test group 1                                             | Test group 2                                                            | N (replicates)                   | n (observations)       | Test-statistic | p-Value     | DoF | Alternative |
|----------------------------------------------------------------------------------------|----------------------|----------------------------------------------------------|-------------------------------------------------------------------------|----------------------------------|------------------------|----------------|-------------|-----|-------------|
| 5mC false positive rate vs GC%                                                         | Pearson correlation  |                                                          |                                                                         |                                  | 20 (5 percentile bins) | 0.855808741    | 1.97E-12    |     |             |
| 5hmC false positive rate vs GC%                                                        | Pearson correlation  |                                                          |                                                                         |                                  | 20 (5 percentile bins) | 0.713668642    | 2.35E-07    |     |             |
| Total False Positive Rate vs. GC%                                                      | Pearson correlation  |                                                          |                                                                         |                                  | 20 (5 percentile bins) | 0.763873158    | 9.80E-09    |     |             |
| Average CpG 5mC%                                                                       | Welch's T-test       | Nanopore (n=4)                                           | oxBS-seq (n=2)                                                          | 4 (nanopore), 2 (oxBS-seq)       |                        | -5.710925845   | 0.096122054 | 1   |             |
| Average CpG 5hmC%                                                                      | Welch's T-test       | Nanopore (n=4)                                           | TAB-seq (n=3)                                                           | 4 (nanopore), 3 (TAB-seq)        |                        | -4.191036103   | 0.024023026 | 3   |             |
| Proportion of CpGs with 5hmC% == 0%                                                    | Welch's T-test       | Nanopore (n=4)                                           | TAB-seq (n=3)                                                           | 4 (nanopore), 3 (TAB-seq)        |                        | -4.834351673   | 0.009951938 | 4   |             |
| CpG 5mC% correlation                                                                   | Spearman correlation | Nanopore (replicates merged)                             | oxBS-seq (replicates merged)                                            |                                  | 15,385,941             | 0.726809839    | 0           | -   |             |
| CpG 5hmC% correlation                                                                  | Spearman correlation | Nanopore (replicates merged)                             | TAB-seq (replicates merged)                                             |                                  | 11,241,562             | 0.50372012     | 0           | -   |             |
| Feature-wise comparison: Whole genes                                                   | Spearman correlation | Whole genes (nanopore replicates merged)                 | Whole genes (TAB-seq replicates merged)                                 |                                  | 19,190                 | 0.877017145    | 0           | -   |             |
| Feature-wise comparison: Promoters                                                     | Spearman correlation | Promoter (nanopore replicates merged)                    | Promoter (TAB-seq replicates merged)                                    |                                  | 8,371                  | 0.747086871    | 0           | -   |             |
| Feature-wise comparison: 5UTRs                                                         | Spearman correlation | 5UTR (nanopore replicates merged)                        | 5UTR (TAB-seq replicates merged)                                        |                                  | 877                    | 0.761158926    | 1.02E-166   | -   |             |
| Feature-wise comparison: Introns                                                       | Spearman correlation | Intron (nanopore replicates merged)                      | Intron (TAB-seq replicates merged)                                      |                                  | 91,415                 | 0.862688981    | 0           | -   |             |
| Feature-wise comparison: Exons                                                         | Spearman correlation | Exon (nanopore replicates merged)                        | Exon (TAB-seq replicates merged)                                        |                                  | 28,742                 | 0.849704339    | 0           | -   |             |
| Feature-wise comparison: 3UTRs                                                         | Spearman correlation | 3UTR (nanopore replicates merged)                        | 3UTR (TAB-seq replicates merged)                                        |                                  | 8,243                  | 0.859010433    | 0           | -   |             |
| Correlation nanopore 5hmC enrichment and hMeDIP fold enrichment                        | Spearman correlation | Genomic windows from nanopore WGS) (4 replicates merged) | Public hMeDIP-seq peaks (3 replicates merged) fold enrichment           |                                  | 274,295                | 0.16           | 0           |     |             |
| Expected vs. observed genomic context: Intergenic                                      | Binomial             | Genome average (replicates merged)                       | Nanopore direct hMeDIP-seq peaks                                        |                                  | 17,368                 | 0.19317135     | 0           |     | Less        |
| Expected vs. observed genomic context: Intron                                          | Binomial             | Genome average (replicates merged)                       | Nanopore direct hMeDIP-seq peaks                                        |                                  | 17,368                 | 0.641524643    | 0           |     | Greater     |
| Expected vs. observed genomic context: Promoter                                        | Binomial             | Genome average (replicates merged)                       | Nanopore direct hMeDIP-seq peaks                                        |                                  | 17,368                 | 0.146533855    | 0           |     | Greater     |
| Expected vs. observed genomic context: Promoter                                        | Binomial             | Genome average (replicates merged)                       | Nanopore direct hMeDIP-seq peaks                                        |                                  | 17,368                 | 0.018770152    | 3.80E-21    |     | Greater     |
| Proportion of base-calls in WGS vs hMeDIP-seq: C                                       | Welch's T-test       | Nanopore WGS (n=4).                                      | Nanopore direct hMeDIP-seq peaks                                        | 4 (nanopore WGS), 3 (hMeDIP-seq) |                        | 2.356980606    | 0.066720874 | 5   |             |
| Proportion of base-calls in WGS vs hMeDIP-seq: 5mC                                     | Welch's T-test       | Nanopore WGS (n=4)                                       | Nanopore direct hMeDIP-seq (n=3)                                        | 4 (nanopore WGS), 3 (hMeDIP-seq) |                        | 8.583503538    | 0.00533192  | 3   |             |
| Proportion of base-calls in WGS vs hMeDIP-seq: 5hmC                                    | Welch's T-test       | Nanopore WGS (n=4)                                       | Nanopore direct hMeDIP-seq (n=3)                                        | 4 (nanopore WGS), 3 (hMeDIP-seq) |                        | -12.42784378   | 0.005482809 | 2   |             |
| Independence in observed frequencies of CpG dyad state between DMRs and genome average | G-test               | Genome average (replicates merged) (n=4)                 | Differentially modified regions from genome average (replicates merged) |                                  | -                      | 1030.444353    | 4.00E-217   | 8   |             |
| Dyad state as proportion of base-calls: C:C                                            | Paired T-test        | Genome average (replicates merged) (n=4)                 | CTCF motifs (all) (n=4)                                                 |                                  | 4                      | 11.75199258    | 0.001324128 | 3   |             |
| Dyad state as proportion of base-calls: 5mC:5mC                                        | Paired T-test        | Genome average (replicates merged) (n=4)                 | CTCF motifs (all) (n=4)                                                 |                                  | 4                      | -9.006379564   | 0.002889839 | 3   |             |
| Dyad state as proportion of base-calls: 5hmC:5hmC                                      | Paired T-test        | Genome average (replicates merged) (n=4)                 | CTCF motifs (all) (n=4)                                                 |                                  | 4                      | -2.297500364   | 0.10522933  | 3   |             |
| Dyad state as proportion of base-calls: C:5mC                                          | Paired T-test        | Genome average (replicates merged) (n=4)                 | CTCF motifs (all) (n=4)                                                 |                                  | 4                      | -15.31206045   | 0.00060498  | 3   |             |
| Dyad state as proportion of base-calls: C:5hmC                                         | Paired T-test        | Genome average (replicates merged) (n=4)                 | CTCF motifs (all) (n=4)                                                 |                                  | 4                      | -0.268256716   | 0.805890007 | 3   |             |

|                                                             |                |                                                  |                                     |  |   |              |             |   |  |
|-------------------------------------------------------------|----------------|--------------------------------------------------|-------------------------------------|--|---|--------------|-------------|---|--|
| Dyad state as proportion of base-calls: 5mC:5hmC            | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (all) (n=4)             |  | 4 | -16.02405153 | 0.000528565 | 3 |  |
| Dyad state as proportion of base-calls: C:C                 | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (at ChIP summits) (n=4) |  | 4 | 93.81556233  | 2.67E-06    | 3 |  |
| Dyad state as proportion of base-calls: 5mC:5mC             | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (at ChIP summits) (n=4) |  | 4 | 53.35232565  | 1.45E-05    | 3 |  |
| Dyad state as proportion of base-calls: 5hmC:5hmC           | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -28.40167662 | 9.58E-05    | 3 |  |
| Dyad state as proportion of base-calls: C:5mC               | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -35.71627455 | 4.83E-05    | 3 |  |
| Dyad state as proportion of base-calls: C:5hmC              | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -11.52703956 | 0.001401762 | 3 |  |
| Dyad state as proportion of base-calls: 5mC:5hmC            | Paired T-test  | Genome average (replicates merged) (n=4)         | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -97.06784652 | 2.41E-06    | 3 |  |
| Dyad state as proportion of base-calls: C:C                 | Paired T-test  | CTCF motifs (all) (n=4)                          | CTCF motifs (at ChIP summits) (n=4) |  | 4 | 64.84490809  | 8.08E-06    | 3 |  |
| Dyad state as proportion of base-calls: 5mC:5mC             | Paired T-test  | CTCF motifs (all) (n=4)                          | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -47.04032326 | 2.12E-05    | 3 |  |
| Dyad state as proportion of base-calls: 5hmC:5hmC           | Paired T-test  | CTCF motifs (all) (n=4)                          | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -38.67925885 | 3.80E-05    | 3 |  |
| Dyad state as proportion of base-calls: C:5mC               | Paired T-test  | CTCF motifs (all) (n=4)                          | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -29.90366737 | 8.21E-05    | 3 |  |
| Dyad state as proportion of base-calls: C:5hmC              | Paired T-test  | CTCF motifs (all) (n=4)                          | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -27.1266351  | 0.000109942 | 3 |  |
| Dyad state as proportion of base-calls: 5mC:5hmC            | Paired T-test  | CTCF motifs (all) (n=4)                          | CTCF motifs (at ChIP summits) (n=4) |  | 4 | -173.4968282 | 4.22E-07    | 3 |  |
| Dyad state difference in absolute distance from ChIP summit | Kruskal-Wallis | C:C, 5mC:5mC, 5hmC:5hmC, C:5mC, C:5hmC, 5mC:5hmC | -                                   |  |   | 953630.1071  | 0.00E+00    | - |  |
| Post hoc Dunn analysis of Kruskal-Wallis                    | Dunn test      | C:C, 5mC:5mC, 5hmC:5hmC, C:5mC, C:5hmC, 5mC:5hmC | -                                   |  |   | -            | -           | - |  |

| Dunn post hoc analysis | 5hmC:5hmC | 5mC:5hmC  | 5mC:5mC  | C:5hmC   | C:5mC     | C:C      |
|------------------------|-----------|-----------|----------|----------|-----------|----------|
| 5hmC:5hmC              | 1.00E+00  | 0.00E+00  | 0.00E+00 | 0.00E+00 | 1.12E-90  | 0.00E+00 |
| 5mC:5hmC               | 0.00E+00  | 1.00E+00  | 0.00E+00 | 0.00E+00 | 2.16E-201 | 0.00E+00 |
| 5mC:5mC                | 0.00E+00  | 0.00E+00  | 1.00E+00 | 0.00E+00 | 0.00E+00  | 0.00E+00 |
| C:5hmC                 | 0.00E+00  | 0.00E+00  | 0.00E+00 | 1.00E+00 | 0.00E+00  | 0.00E+00 |
| C:5mC                  | 1.12E-90  | 2.16E-201 | 0.00E+00 | 0.00E+00 | 1.00E+00  | 0.00E+00 |
| C:C                    | 0.00E+00  | 0.00E+00  | 0.00E+00 | 0.00E+00 | 0.00E+00  | 1.00E+00 |

# Supplementary material for: Double and single stranded detection of 5-methylcytosine and 5-hydroxymethylcytosine with nanopore sequencing
**Source:** Commun Biol. 2025 Feb 15;8:243. doi: 10.1038/s42003-025-07681-0
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Machine data was collected using Oxford Nanopore Technologies MinKNOW software (v23.11.4). This was base-called using Oxford Nanopore Technologies Dorado basecaller (v0.5.1). Modified bases were extracted using Oxford Nanopore Technologies Modkit (v0.2.8).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | <p>A variety of open source and custom code was used to analyse data. This includes samtools (v1.19) and bedtools (v2.31.1). Python (v3.9.18) packages are included by name and version in the manuscript, and are also visible on the published project GitHub repository as an environment.yaml file. These include pandas (2.0.1), numpy (1.24.3), scipy (1.13.1), scikit-learn (1.5.2), PyRanges (0.0.120), and Pingouin (0.5.4). Visualisations were produced using matplotlib (3.7.1), seaborn (0.13.2), pyGenomeTracks (3.8), and upsetplot (v0.9.0). The Integrative Genomics Viewer (IGV)(2.19.1) is also used extensively.</p> <p>MACS2 (v.2.2.6) is used for peak detection. Trimming is performed using TrimGalore! (v0.6.10).</p> <p>Custom code is published in the main project GitHub repository (v1.0.0): <a href="https://doi.org/10.5281/zenodo.14753744">https://doi.org/10.5281/zenodo.14753744</a>. Other custom code includes CHIP2MACS2 (v1.0.0) (<a href="https://doi.org/10.5281/zenodo.14535832">https://doi.org/10.5281/zenodo.14535832</a>), which was made as a standalone pipeline for processing ChIP and DIP-seq. data</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw nanopore machine data in fast5 format has been made available for all murine whole genome sequence experiments on the Sequence Read Archive (SRA) as BioProject PRJNA1144670. Aligned sequence data in BAM file format is also available. Additionally, CpG context modified base detections, as produced by 'modkit pileup' are available on the NCBI GEO archive with the accession: GSE279860. These data are limited to CpG positions relative to the mm39 reference genome and are soft-masked. Machine data is not available for the Zymo DNA Methylation Standards; however, these are available as BAM format files under the same BioProject as above.

For the nanopore hMeDIP-seq experiments, data is available in both BAM format under the previously mentioned SRA BioProject, as well as in pod5 format on Zenodo, with record DOI: 10.5281/zenodo.14514705. BAM format sequence data used as an input is available as SRR30150148 on the SRA. Source data for figures can be downloaded from Figshare (DOI: 10.6084/m9.figshare.28287962).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

No human participants or human data is used in this study.

Human biological material is limited to the commercially available Zymo DNA Methylation Standard samples, for which no information on sex or gender is relevant or reported in this study.

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical calculation was used to predetermine sample size. For the commercially available DNA methylation standards, sequencing was performed in duplicate on both the unmodified and methylated WGA standards. For ex vivo mouse tissues, Nanopore sequence data was produced in two biological replicates, sequenced each in duplicate (total N=4). We planned for considerable sequencing depth using a Nanopore PromethION sequencing platform, and considered that at this depth, this sample size would be sufficient to detect large-scale differences in modification detection between sequencing methods, as well as between individual biological and technical replicates.

Data exclusions

Data exclusion was performed on sequencing depth. Genomic positions with a sequencing depth below a predefined threshold of 5x (strand specific) were excluded from comparison. This was determined as low sequencing depth positions had a tendency for introducing outliers to the data, and higher depth positions were considered to provide a more reliable representation of the underlying modification state at a position.

Replication

Intra-assay variation was measured between Nanopore, TAB-seq, and oxBS-seq replicates at CpG site level using Root Mean Square Deviation (RMSD). This was calculated pairwise (replicate-by-replicate), before the mean of these statistics was produced to provide a summary.

Randomization This is not relevant to this study. No group allocation process exists. All samples are in identical condition (age, sex, health, mouse strain, etc.) and are different only in the technique used for DNA sequencing.

Blinding Blinding is not relevant to this study. No investigators exist nor any kind of group allocation system.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used Whole serum  $\alpha$ -5hmC antibody (ActiveMotif, 39769; lot 23720003). 1  $\mu$ L (1:500) per reaction.  
IgG-purified  $\alpha$ -5hmC antibody (ActiveMotif, 39791; lot 25419010; concentration: 1  $\mu$ g/ $\mu$ L). 2  $\mu$ L (1:250) per reaction.

Validation Active Motif have validated the use of both antibodies for different species, including mouse (listed as "Not Species Specific" on manufacturer website). Active Motif has used qPCR and dot-blot assays to confirm specific recognition of 5hmC. These antibodies are recommended in the widely used hMeDIP-seq protocol described in Nestor, C.E. and Meehan, R.R., 2014. Hydroxymethylated DNA Immunoprecipitation (hMeDIP). In: J.C. Stockert, J. Espada and A. Blázquez-Castro, eds. Functional Analysis of DNA and Chromatin. Totowa, NJ: Humana Press, pp. 259-267. These have been used in at least 75 published papers showcasing hMeDIP-seq according to the manufacturer.

Per the manufacturer's website: "Active Motif offers two polyclonal antibodies that recognize 5-hydroxymethylcytosine, a whole serum version (39769) and a purified IgG version (39791). Both are validated for use in methyl DNA immunoprecipitation (MeDIP). For customers that require the ability to quantitate the amount of IgG in the MeDIP reaction, the purified IgG version (39791) is recommended. The whole serum version (39769) is very high titre and should be used carefully (0.1 - 0.5  $\mu$ L per IP) as not to generate high non-specific background. The whole serum version (39769) has been used successfully in immunofluorescence (IF, Ito et al, 2010), and the purified IgG version (39791) is likely to work in this application as well."

### Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals The study involved tissues from three mice: Mus musculus, C57Bl/6Cr (Charles River Laboratories), 8 weeks from birth.

Wild animals The study did not involve wild animals.

Reporting on sex Findings apply to one sex only. In study design, it was determined that tissue from a single sex would be used to reduce epigenetic heterogeneity between samples, which could be mistaken for error. Furthermore, we selected an all-female cohort, in order to match the cohort used in a publicly available dataset (oxBS-seq and TAB-seq in Ma, Q., Lu, H., Xu, Z., Zhou, Y. and Ci, W., 2017. Mouse olfactory bulb methylome and hydroxymethylome maps reveal noncanonical active turnover of DNA methylation. Epigenetics, 12(8), pp. 708-714). By having samples homogenous to those used in that study, we could more reliably compare datasets produced using different techniques with less influence from sex specific differences in epigenetic modification.

Field-collected samples The study did not involve samples collected from the field.

Ethics oversight The use of research animals for this research was given a favourable opinion by the University of Bath's Animal Welfare and Ethical Review Body (AWERB; Review Reference 3436-4022), a Committee defined in law under the UK Animals (Scientific Procedures) Act, and approved by the University's Academic Ethics and Integrity Committee (AEIC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <p>BAM format sequence data of the treatment and input files are available on the NCBI SRA in PRJNA1144670, under BioSample: SAMN43041789. Pod5 format machine data is available for all treatment experiments on Zenodo: <a href="https://doi.org/10.5281/zenodo.14514704">https://doi.org/10.5281/zenodo.14514704</a>.</p> <p>Narrow peak files are available for each experiment on Figshare (as part of Figure 3 source data): <a href="https://doi.org/10.6084/m9.figshare.28287962.v2">doi.org/10.6084/m9.figshare.28287962.v2</a> (downloadable in fig3.tar.gz) AND on the GEO archive under GEO Series GSE288331, where direct modified base detections are also available for these peaks in bed format.</p>                                                                                                                                                                                                                                                                                                                                                       |
| Files in database submission                                       | <p>SRA:</p> <p>s3://sra-pub-src-4/SRR30150151/cbm1_ip_13_07_23_basecalls.bam<br/>s3://sra-pub-src-4/SRR30150150/cbm1_ip_rep1_23_16_08.bam<br/>s3://sra-pub-src-8/SRR30150149/cbm1_ip_rep2_23_05_09.bam<br/>s3://sra-pub-src-3/SRR30150148/cbm1_input.bam</p> <p>Figshare:</p> <p>fig3a_pygenometracks.tar/hmedip_rep0_peaks.narrowPeak<br/>fig3a_pygenometracks.tar/hmedip_rep1_peaks.narrowPeak<br/>fig3a_pygenometracks.tar/hmedip_rep2_peaks.narrowPeak</p> <p>GEO:</p> <p>hmedip_rep1_peaks.narrowPeak.gz<br/>hmedip_rep2_peaks.narrowPeak.gz<br/>hmedip_rep3_peaks.narrowPeak.gz<br/>rep1_peak_pileup.bed.gz<br/>rep2_peak_pileup.bed.gz<br/>rep3_peak_pileup.bed.gz</p> <p>Note: due to a naming issue: hmedip_rep0_peaks.narrowPeak and hmedip_rep1_peaks.narrowPeak are actually the same file.</p> <p>Zenodo (rep. 3 divided into 5 files due to individual file size constraints):</p> <p>CBM1_hMeDIP1.tar.gz<br/>CBM1_hMeDIP2.tar.gz<br/>CBM1_hMeDIP3.01.tar<br/>CBM1_hMeDIP3.02.tar<br/>CBM1_hMeDIP3.03.tar<br/>CBM1_hMeDIP3.04.tar<br/>CBM1_hMeDIP3.05.tar</p> |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Methodology

|                  |                                                                                                                                                                                                                                                                                                                                                                       |
|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | Three experimental replicates are used (treatment). One control replicate was sequenced as an input.                                                                                                                                                                                                                                                                  |
| Sequencing depth | <p>Sequencing was performed using an Oxford Nanopore Technologies MinION sequencer (effectively single-end). Each replicate used a single MinION flow cell. Reads were first sheared to 10kb, and then sonicated to a mean fragment length of 362 bp.</p> <p>For replicates 1-3: total reads: 977089, 1753849, 4159865; of which, mapped: 802584, 599414, 465264.</p> |

|                         |                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | Whole serum $\alpha$ -5hmC antibody (ActiveMotif, 39769)<br>IgG-purified $\alpha$ -5hmC antibody (ActiveMotif, 39791)                                                                                                                                                                                         |
| Peak calling parameters | MACS2 (v2.2.6) with default settings:<br><br>macs2 callpeak <treatment bam> <input bam> --gsize mm                                                                                                                                                                                                            |
| Data quality            | macs2 callpeak default settings include FDR threshold of $q < 0.05$ (where $q = p$ -adjusted with Benjamini-Hochberg multiple hypothesis testing).                                                                                                                                                            |
| Software                | MACS2 (v2.2.6) to call peaks. Custom code includes CHIP2MACS2 (v1.0.0) ( <a href="https://doi.org/10.5281/zenodo.14535832">https://doi.org/10.5281/zenodo.14535832</a> ), a pipeline that includes read trimming, sorting, alignment, and removal of blacklisted segments. Duplicates are marked using Picard |

How the deposited data were processed for this re-analysis (not part of the article)

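The data analysed here are the peak lists and base-call counts of 3 hMeDIP replicates of mouse cerebellum DNA, sequenced on MinION flow cells. Replicates were mapped by their number in the sample labels, and the antibody of each replicate was taken from the same labels. The reads were base-called by the authors with Dorado 0.5.1 and aligned to mm39 (GRCm39) with minimap2 2.24. The methods give an earlier base-calling model for them than for the WGS reads, which came from PromethION. The authors called narrow peaks with MACS2 2.2.6 on each replicate alone, against a MinION library of untreated DNA of the same sample. The deposited lists give for each peak a fold enrichment (a ratio of the pileup at the summit to the local background), the −log10 of a p-value and of a q-value, a display score and the offset of the summit. The largest q-value in the lists was 0.0467. The methods state that peaks on the ENCODE blacklist were removed. That step could not be repeated, since the blacklist was not used here. The methods describe it as applied to the called peaks, which would leave gaps in their numbers. None were found in any of the 3 lists. Peaks numbered anew would show none either, nor would removal before peak calling. The reporting summary describes a pipeline with removal of blacklisted segments but not at which point. Whether the step was applied to these lists therefore cannot be told from the numbers. The paper's binomial tests cover 17368 peaks, against 14206 on chromosomes 1 to 19, X and Y here. The lists held 3 peaks outside chromosomes 1 to 19, X and Y.

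The authors made the deposited base-call counts with modkit 0.2.8 at CpG sites, and the methods state that masked repeats were excluded, which was not checked here. For each CpG site of a replicate they hold counts of 5hmC, 5mC and unmodified C calls and counts of reads without a usable call. The percent values, as deposited, are the calls of a modification divided by the valid calls at that CpG site. All sites lie on the forward strand and within a peak of at least 1 of the 3 replicates. Reads without a usable call made up 16.8% of reads at these sites in replicate 1, 14.4% in replicate 2 and 13.0% in replicate 3. Because calls of the reverse strand were not analysed here, the comparison of 5hmC between the strands of a CpG that had been planned was not made.

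The share of a modification was computed as its summed calls over the summed calls of all 3 states, at CpG sites with at least 5 calls inside the replicate's own peaks. It was compared with the paper's 4 WGS values (Supplementary Table 2) by a two-sided exact permutation test over all 35 splits, in place of the Welch test of the methods. The smallest p this test can give is 0.0286. The WGS libraries are duplicate runs of 2 mice and the hMeDIP libraries are of 1 mouse, so the test treats repeat libraries as independent and does not cover differences between mice. Sequencer and base-calling model also differ between hMeDIP and WGS, and the test cannot tell them from the pull-down. Depth limits these shares, because 41.3% of the CpG sites in peaks of replicate 1, 63.3% in replicate 2 and 60.0% in replicate 3 had 1 call. Base-calls along a read are not independent molecules, so that confidence intervals cover counting error only.

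MACS2 computes the fold enrichment as the reads at the summit plus 1 over the background plus 1. The most common fold enrichment of a list was taken to lie at the genome-wide background, which gave the value of a read and a background of 0.0589 reads in replicate 1, 0.0446 in replicate 2 and 0.0331 in replicate 3. The same background was used to compute the reads of every peak, so that these are estimates for peaks with another local background. Peaks were called shared when they overlapped by at least 1 bp, and were set beside 100 seeded random placements that kept chromosome and length and avoided assembly gaps. Each peak and each 500 bp window of the genome was assigned to the feature covering most of its bases, in the order promoter (1000 bp upstream), exon, intron and intergenic where features overlap. The annotation was GENCODE M39, whereas the paper used the Basic set of an earlier release. Shares of pooled peaks were tested against the windows with one-sided binomial tests, as in the methods. Peaks without a 5hmC call and the relation of fold enrichment to 5hmC were examined for peaks with at least 10 CpG base-calls. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, with figures drawn in matplotlib 3.10.9, and the functions for overlap, shares and tests were tested on simulated data.

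Tests, settings and alternatives were fixed before the data were examined, apart from those said to have been chosen later. The regions and genes named were Kcnj11, which the paper names, the 3 merged regions with a peak in all replicates and the highest mean fold enrichment, and the imprinted DMRs (differentially methylated regions) of Supplementary Table 5 that overlap a peak. Other regions are said to have been chosen after their values were seen. The alternatives covered the coverage minimum (1, 3 or 10 calls), the weighting of sites, the sites and peaks used, a q-value under 0.01, a fold enrichment of at least 4, the overlap that counts as shared, the background and gene set of the genomic context, the minimum of calls per peak, and each replicate left out in turn. For the shares of base-calls, 11 settings were run, of which 3 were added after the data had been seen. The 5hmC content of single reads, TAB-seq and oxBS-seq data, duplex reads and the public hMeDIP-seq data were not analysed here.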

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

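The test reported here was chosen after the result was seen. The paper reports base-calls within hMeDIP peaks, and the counts also cover CpG sites outside a replicate's own peaks, within peaks of another replicate. At these sites, with no minimum of calls, 5hmC made up 30.3% of 28363 base-calls in replicate 1 (exact binomial 95% confidence interval 29.7 to 30.8%). It made up 26.9% of 11583 in replicate 2 (26.1 to 27.7%) and 31.4% of 17595 in replicate 3 (30.7 to 32.1%). All lie above the paper's WGS values of 9.6 to 10.4%. With at least 5 calls, the share over sites inside and outside own peaks was 2.63%, 7.14% and 7.52% in replicates 1, 2 and 3. Inside own peaks alone it was 2.48%, 7.54% and 7.82%. The sites outside therefore lowered the share in replicates 2 and 3, so that there their own share lay below WGS at this minimum. No control library entered this comparison, and the WGS calls cover all of the genome and not these sites. The sites had been selected by a peak in another replicate, so that 5hmC-rich places were already favoured. If DNA at such places had not been pulled down by the replicate itself, its CpG sites there would be covered about as often as its background gives. Counting CpG sites in peaks of a single replicate, they were covered at least 6.47 times as often in every pair of replicates. This argues against background reads as the source of most of these calls. The background was taken for the forward strand only, and the ratios would be lower if the counts held both strands. Whether the sites are equally rich in 5hmC without immunoprecipitation stays open, since WGS calls at these sites were not analysed here. The design has a single condition, so no biological explanation was tested.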

How the results depend on the processing

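The settings that leave out regions with a CpG of at least 20 calls, that average single sites with no minimum, that use transcripts tagged basic, and the minimum of 3 calls at Kcnj11 were chosen after the results were seen. All other settings were fixed before the data were examined.

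The shares of base-calls depended most on the processing. The exact permutation test named here compares libraries, of 1 mouse in hMeDIP and 2 in WGS. It does not cover differences between mice, nor those of sequencer and base-calling model. The mean 5hmC share of 5.95% lay below WGS. It stayed below with 10 calls, with all sites, with shared regions and with a q-value under 0.01, from 4.53 to 5.91%. It lay above WGS at 21.0% with no minimum, 13.6% with 3 calls and 15.3% as the mean of percentages per site, of which none passed the exact permutation test at 0.05. It also lay above WGS at 19.8% without high-call regions, 29.5% with these left out and no minimum, and 30.1% as the mean per site with no minimum. For 5mC, the mean of 79.3% above WGS was no longer past the threshold at 66.9% with 3 calls. It fell below WGS at 56.1% with no minimum, 52.7% as the mean per site, 39.1% without high-call regions, 38.9% with these left out and no minimum, and 40.0% as the mean per site with no minimum, and all of these but 56.1% passed the test. Unmodified C lay below WGS at 22.8% with no minimum and 19.6% with 3 calls, and both passed the test. It rose above WGS at 32.0% as the mean per site, 41.1% without high-call regions, 31.6% with these left out and no minimum, and 29.9% as the mean per site with no minimum, of which only 41.1% passed the test. High-call regions were tested as a cause of the low 5hmC share, as given under the other observations; for the other changes in these shares, the cause was not tested. With each replicate left out in turn, the 5hmC share ranged from 5.01 to 7.68%, the 5mC share from 75.5 to 81.5% and the unmodified share from 13.4 to 16.8%.

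Against windows with at least 10 CpG dinucleotides, exons (17.0% of pooled peaks, 18.8% of windows) and promoters (5.52% of pooled peaks, 9.33% of windows) were below the background. Since the peaks are the same and were not limited to such windows, no depletion of exons or promoters is shown. The change lies in the background. In replicate 1 alone, exons held 22.0% of peaks and stayed above it. Introns and intergenic sequence kept their direction in every setting run. The number of peaks fell to a mean of 990 at a fold enrichment of at least 4 and was 3218 at a q-value under 0.01. It ranged from 2831.5 to 6856 with each replicate left out, the lowest without replicate 2. The 56 shared regions became 23 with an overlap of at least 50% of both peaks, 30 with summits within 250 bp and 46 at a q-value under 0.01. They ranged from 88 without replicate 2 to 679 without replicate 1, where only 2 lists had to share a region. Windows eligible for comparison rose from 44.1 to 85.6% of peaks with strands counted apart, as the rule then asks for fewer CpG sites. Peaks without a 5hmC call changed from 3.74 to 8.26% with 5 calls per peak and to 2.06% with 20, where it was 0.749% without replicate 1. The mean rho of fold enrichment and 5hmC, −0.00781, became 0.0142 with at least 20 calls, a mean of −0.223 in replicate 1 and 0.132 and 0.133 in replicates 2 and 3, and 0.168 with at least 50; the cause was not tested. The RMSD of 5hmC between replicates, 12.6%, fell to 7.79% with 10 calls and ranged from 11.4 to 13.2% with each replicate left out.

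In all, 73 of the recomputed values kept their direction and side of the threshold or stayed within the spread, 12 moved further, 1 was no longer past its threshold and 19 reversed. Most peaks of replicates 2 and 3 had at most 3 reads at the summit, as computed at the genome-wide background, and at this depth the number of shared regions does not show how many enriched places the replicates have in common. The comparison of strands and its alternative were not run. No paired analysis was possible because the hMeDIP replicates were compared with the paper's WGS values, which share no replicate number with them.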

Differences from the paper's values

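The settings said below to have been chosen after seeing the values are the only ones of that kind; the other alternatives were set before the data were examined. A value is said to come within range of the paper's when neither is more than 1.5 times the other, which can leave a wide distance between them.

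The paper gives 26.4 to 31.4% as the range of the 5hmC share of base-calls in peaks. Here the lowest replicate was at 2.48% against the paper's 26.4%, and none of the alternatives set before the data were examined came within range. With settings chosen after seeing the values, the lowest was 12.5% without high-call regions, which did not come within range. It was 25.2% with these left out and no minimum, and 27.0% as the mean of the percentages per site with no minimum. The highest replicate was at 7.82% against the paper's 31.4%. Of the alternatives set before the data were examined, only no minimum came within range, with 28.5%, and 3 or 10 calls, all sites, shared regions, the mean per site, a q-value under 0.01 and leaving out a replicate did not. With settings chosen after seeing the values, the highest was 24.9% without high-call regions, 31.9% with these left out and no minimum, and 31.9% as the mean per site with no minimum.

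For 5mC the paper gives 41.4 to 47.6%. The lowest replicate here was at 74.7% against the paper's 41.4%. Of the alternatives set before the data were examined, no minimum gave 44.7%, 3 calls gave 58.6% and the mean per site gave 46.9%, which are within range although 58.6% is still far above the paper's value, and the others are not. The settings chosen after seeing the values gave 33.1% without high-call regions, 36.8% with these left out and no minimum, and 39.5% as the mean per site with no minimum, which are also within range. The highest replicate was at 86.8% against the paper's 47.6%. The mean per site, at 55.8%, came within range while still above the paper's value, and none of the other alternatives set before the data were examined did. The settings chosen after seeing the values came within range, at 43.5%, 40.4% and 40.7% in the same order. Unmodified C had a mean of 14.8%, against the paper's value of about 26% in Fig. 3c, read by eye. No minimum (22.8%), 3 calls (19.6%) and the mean per site (32.0%) came within range among the alternatives set before the data were examined. Of the settings chosen after seeing the values, leaving out high-call regions with no minimum (31.6%) and the mean per site with no minimum (29.9%) came within range, and leaving out high-call regions alone (41.1%) did not.

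Of pooled peaks, 9.47% were intergenic here against the paper's 19.3%, and 5.52% lay in promoters against the paper's 1.88%. The paper's table names promoters in 2 lines, and the line with the lower share was taken as promoters and the other as exons. With protein-coding genes only, the shares were 19.6% and 2.06%, which are within range. None of the other alternatives set before the data were examined did so, nor did transcripts tagged basic, chosen after seeing the values, at 10.4% and 5.48%.

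The paper states that 5hmC makes up a larger share of base-calls in peaks than in WGS, and that 5mC is less abundant there. At sites with at least 5 calls, the direction here was the opposite for both, with 5.95% of 5hmC and 79.3% of 5mC. With no minimum the mean shares were 21.0% and 56.1%, in the paper's direction, and neither passed the exact permutation test at 0.05, which compares libraries and not mice. The mean per site also gave the paper's direction, with 15.3% of 5hmC, which did not pass, and 52.7% of 5mC, which did. With settings chosen after seeing the values both lay in the paper's direction and passed, at 19.8% and 39.1% without high-call regions, 29.5% and 38.9% with these left out and no minimum, and 30.1% and 40.0% as the mean per site with no minimum. With 3 calls the 5hmC share of 13.6% was in the paper's direction and the 5mC share of 66.9% was not, and neither passed.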

Other observations

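The test of reads per peak, the first test of self-match, and the comparisons of the RMSD and of the DMRs (differentially methylated regions) were set before their results were seen, and the other tests in this part were chosen after the results they concern. No biological explanation was tested, since the design has a single condition.

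The low 5hmC share at sites with at least 5 calls may come from a few regions with very many calls. Leaving out the 13 regions in which a CpG had at least 20 calls raised the mean share from 5.95 to 19.8%, above every WGS value of the paper. A value left below WGS would have argued against this. These regions do not account for all of it in replicate 1, where the share without them still fell with the minimum, to 12.5% of 1169 calls at 5 calls per site and 3.68% of 136 calls at 10 sites with at least 10 calls, below WGS. In replicate 2 it was 24.9% of 2098 calls and 29.8% of 295 calls. Why these regions hold so many calls was examined through their sequence. Repeat copies of which the reference holds only part could collect reads from many places. The test set beforehand asked for most of these regions to match themselves at a shift of 20 to 600 bp over at least 70% of bases. This was not met, since 5 of the 13 did so, although only 0.3% of 1000 random peak regions of like length did. As 11 of the 13 regions are too short for the whole range of shifts, repeat copies and other causes cannot be told apart by this test. A second version, devised after that outcome, added 1 kb on each side and searched stretches of 300 bp. With it 8 of the 13 regions matched themselves, against 2.8% of the random regions. This is consistent with repeat copies for those regions, as a hypothesis found and tested on the same data.

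Replicate 1 had the fewest peaks despite the most mapped reads. Its CpG sites in peaks of replicate 2 or 3 alone were covered at least 6.47 times as often as its background of the forward strand gives. This argues against a complete failure to pull down this DNA. The ratios of replicate 1, 6.92 and 6.47, were below those of replicates 2 and 3, from 9.29 to 14.6, so a weaker pull-down stays open. Read totals listed for another replicate are also argued against, because the background per listed mapped read differed by a ratio of only 1.04 under the numbering as listed and by 1.73 under the next best numbering. A higher background, which asks for more reads per peak, stays open. As first stated, this test asked that replicate 1 have no fewer peaks of at least 5 reads than either other replicate, and it failed, with 198 peaks against 390 in replicate 2 and 211 in replicate 3. It was then split by replicate, with a ratio of 0.938 against replicate 3 (exact binomial p = 0.553) and 0.508 against replicate 2 (exact binomial p = 1.9e-15). These p-values treat peaks as independent and cover counting error only. With single libraries on each side the spread between reactions is unknown, and the counts are not scaled for reads, of which replicate 1 had more, so background and other differences between the libraries cannot be told apart. The whole serum antibody was used in replicate 1 alone, in which high-call regions took 46.5% of calls, so antibody and library cannot be told apart. The reporting summary quotes the manufacturer's advice to use less whole serum than the methods or the labels give, to avoid high non-specific background. Whether this affected replicate 1 was not tested.

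Few peaks were shared by the replicates. That the replicates pulled down different DNA is argued against by the coverage of CpG sites in peaks of a single replicate. It was at least 6.47 times the background of the forward strand in each of the 6 ordered pairs. Too few reads per peak may be a cause. In replicates 2 and 3, peaks with at least 5 reads had a partner in the other list 20.6 percentage points more often than the others, on average over the 2 lists. The shares were 24.1% against 7.21% in replicate 2 (Fisher's exact test, p = 9.6e-24) and 36.5% against 12.3% in replicate 3 (Fisher's exact test, p = 1.8e-18). Even among the higher peaks most had no partner.

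The base-call counts name only the forward strand. If calls of the reverse strand had been left out and not added, reads at CpG sites within 50 bp of a summit would be about 50% of those implied by the height of the peak. The ratio was 0.448 on average, with 0.457 in replicate 1, 0.429 in replicate 2 and 0.460 in replicate 3, near this value. It does not exclude that both strands were added, since reads shorter than the fragment length assumed in peak calling would lower it too. If the reverse strand was left out, the depth behind each share is lower than the reads under a peak. If calls of both strands had been added together instead, the ratios of coverage to background given above would be lower.

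The RMSD of the 5hmC percentage at CpG sites with at least 5 calls was 11.4% between replicates 1 and 2, 13.1% between replicates 1 and 3 and 13.2% between replicates 2 and 3. Binomial sampling alone gave 12.1%, 12.2% and 13.4% on average over 100 simulations, so that the RMSD showed no variation beyond sampling at these 252, 210 and 252 sites. With at least 10 calls it was 6.93%, 7.98% and 8.44% in the same order, against sampling means of 7.22%, 6.62% and 7.33%. It lay above the mean in all pairs but that of replicates 1 and 2, and under the largest simulated value in each.

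Of the 15 imprinted DMRs that the paper lists, a peak overlapped only H19, and only in replicate 2 (chromosome 7, 142130231 to 142130930), with a fold enrichment of 3.53 and 8 of 12 base-calls as 5hmC. Random placements of that replicate's peaks gave 0.31 DMRs on average and up to 2, so this overlap is no more than chance gives.

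Among the 56 regions with a peak in all 3 replicates, 9 lie close together on chromosome 6 outside annotated genes, a group chosen after its values were seen. From 47632809 to 47663347 there were 3, with 9.89 ± 3.03% (SD, n = 3) of 5hmC and 65.9 ± 2.40% of unmodified C. From 47720568 to 47750158 there were 6, with 12.0 ± 2.29% of 5hmC and 65.8 ± 5.46% of unmodified C. The median 5hmC share was 25.7% over the 54 of the 56 regions with base-calls. No explanation was tested.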
